# A-type lamins bind both hetero- and euchromatin, the latter being regulated by lamina-associated polypeptide 2 alpha

**DOI:** 10.1101/gr.196220.115

**Published:** 2016-04

**Authors:** Kevin Gesson, Philipp Rescheneder, Michael P. Skoruppa, Arndt von Haeseler, Thomas Dechat, Roland Foisner

## Abstract

Lamins are components of the peripheral nuclear lamina and interact with heterochromatic genomic regions, termed lamina-associated domains (LADs). In contrast to lamin B1 being primarily present at the nuclear periphery, lamin A/C also localizes throughout the nucleus, where it associates with the chromatin-binding protein lamina-associated polypeptide (LAP) 2 alpha. Here, we show that lamin A/C also interacts with euchromatin, as determined by chromatin immunoprecipitation of euchromatin- and heterochromatin-enriched samples. By way of contrast, lamin B1 was only found associated with heterochromatin. Euchromatic regions occupied by lamin A/C overlap with those bound by LAP2alpha, and lack of LAP2alpha in LAP2alpha-deficient cells shifts binding of lamin A/C toward more heterochromatic regions. These alterations in lamin A/C-chromatin interactions correlate with changes in epigenetic histone marks in euchromatin but do not significantly affect gene expression. Loss of lamin A/C in heterochromatic regions in LAP2alpha-deficient cells, however, correlated with increased gene expression. Our data show a novel role of nucleoplasmic lamin A/C and LAP2alpha in regulating euchromatin.

The confined space of metazoan cell nuclei requires chromatin to be tightly packed while maintaining a high degree of organization to provide genome stability and coordinated operation of the transcriptional machinery (Cremer and Cremer 2010; Bickmore and van Steensel 2013). Conceptually, gene-rich and transcriptionally active chromatin localizes to the nuclear interior, while gene-poor and transcriptionally repressed chromatin preferentially resides at the nuclear periphery (Towbin et al. 2013; Amendola and van Steensel 2014).

The nuclear lamina, a scaffold structure at the periphery of metazoan nuclei, has a major role in chromatin organization by anchoring heterochromatin (Amendola and van Steensel 2014; Gruenbaum and Foisner 2015). Lamins, type V intermediate filaments, are the major constituents of the lamina (Gruenbaum and Foisner 2015). They are categorized into A-type lamins, comprising the major isoforms lamin A and C in mammals, and B-type lamins, including lamin B1 and B2. Whereas B-type lamins are ubiquitously expressed throughout development, A-type lamins are expressed in a differentiation-dependent manner (Dechat et al. 2010a; Gruenbaum and Foisner 2015). Lamins interact with a plethora of proteins in the inner nuclear membrane, which constitute important additional components of the nuclear lamina (Wilson and Berk 2010; Wilson and Foisner 2010; Korfali et al. 2012; de Las Heras et al. 2013).

At the molecular level, genome-wide interactions of chromatin with the nuclear lamina have first been mapped by the DamID technique (Greil et al. 2006) identifying genomic regions attached to the nuclear periphery, so-called lamina-associated domains (LADs). LADs cover nearly 40% of the human genome and are up to 10 Mb long, gene-poor, and enriched in repressive histone marks H3K9me3 and H3K27me3 (Guelen et al. 2008; Peric-Hupkes et al. 2010; Meuleman et al. 2013; van Steensel and Kind 2014; Amendola and van Steensel 2015). These studies led to the concept that the lamina anchors heterochromatin at the nuclear periphery, thereby contributing to gene repression (Towbin et al. 2013; Amendola and van Steensel 2014). Solovei et al. showed that two protein complexes of the lamina redundantly link heterochromatin to the nuclear periphery, the inner nuclear membrane (INM) protein lamin B receptor (LBR), most likely in a complex with B-type lamins, and a complex of A-type lamins with LAP-Emerin-MAN1 (LEM) domain proteins of the INM (Solovei et al. 2013). LBR binds to H3K9me3 via the chromobox 5 (CBX5) protein (Ye and Worman 1996) and to H4K20me2 directly via its Tudor domain (Hirano et al. 2012). LEM proteins contain a bihelical structural motif, the LEM domain that mediates association with chromatin via Barrier-to-Autointegration Factor (BANF1) (Brachner and Foisner 2011). Most LEM proteins are integral components of the INM and interact with lamins (Wilson and Foisner 2010) or require A-type lamins for their proper localization (Vaughan et al. 2001; Brachner et al. 2005). A well-studied group among mammalian LEM proteins comprises isoforms of lamina-associated polypeptide (LAP) 2, encoded by thymopoietin (*Tmpo*, also known as *LAP2*). The major LAP2 isoform in the INM, LAP2beta binds chromatin-associated BANF1 and DNA via its LEM and LEM-like domains, respectively (Cai et al. 2001), and contributes to gene repression by binding to transcriptional repressors germ cell-less (Nili et al. 2001) and ZBTB7B together with histone deacetylase (HDAC) 3 (Somech et al. 2005; Zullo et al. 2012).

Unlike B-type lamins, A-type lamins are also found in a mobile pool (Moir et al. 2000) throughout the nuclear interior (Dechat et al. 2010b). B-type lamins are tightly associated with the INM through post-translational addition of a hydrophobic farnesyl group to their C terminus (Gruenbaum and Foisner 2015). In contrast, lamin C is not farnesylated at all, and pre-lamin A is only transiently farnesylated, as a C-terminal peptide, including the farnesyl group, is removed in a final processing step (Sinensky et al. 1994; Pendas et al. 2002; Barrowman et al. 2008). Thus, A-type lamins can dissociate from the membrane into the nucleoplasm, where they interact with the non-membrane-bound LAP2 isoform, LAP2alpha (Dechat et al. 2000). Deletion of exon 4 of the *Tmpo* gene generated mice specifically lacking LAP2alpha and leads to the selective loss of nucleoplasmic lamin A/C (Naetar et al. 2008). Loss of LAP2alpha causes tissue-specific phenotypes, including increased proliferation of tissue progenitor cells in epidermis, colon, and the hematopoietic system (Naetar et al. 2008), delayed skeletal muscle differentiation (Gotic et al. 2010b), and impaired heart function (Gotic et al. 2010a). However, the molecular mechanisms remain elusive.

In view of the recently reported role of A-type lamins and LEM proteins in anchoring heterochromatin at the nuclear periphery (Solovei et al. 2013), we hypothesized that complexes of A-type lamins and LAP2alpha may also associate with chromatin in the nuclear interior. LAP2alpha has several means to interact with chromatin and DNA, including a LEM and LEM-like motif (Gesson et al. 2014), and was recently reported to associate with chromatin in vivo on a genome-wide level (Zhang et al. 2013).

Using various protocols for chromatin immunoprecipitation (ChIP) in immortalized wild-type (*Tmpo* WT) and LAP2alpha-deficient (*Tmpo* KO) murine dermal fibroblasts (imMDFs), we found that A-type lamins not only associate with heterochromatic LADs as reported (Meuleman et al. 2013; Lund et al. 2014; van Steensel and Kind 2014) but also show a genome-wide interaction with euchromatic regions outside of LADs. Interestingly, euchromatic regions bound by lamin A/C largely overlap with those bound by LAP2alpha and were significantly rearranged and shifted toward heterochromatic regions in *Tmpo* KO cells resulting in changes in gene expression and epigenetic histone marks.

## Results

### A-type lamins interact with both heterochromatic LAD and euchromatic inter-LAD regions

Lamins associate with heterochromatic LADs at the nuclear periphery (Guelen et al. 2008; Peric-Hupkes et al. 2010; Kind et al. 2013; van Steensel and Kind 2014). To test whether nucleoplasmic lamin A/C and LAP2alpha also interact with chromatin, we performed ChIP for LAP2alpha and for two distinct domains of lamin A/C, using antibodies N18, directed against lamin A/C's N terminus, and 3A6, detecting the C-terminal Ig fold. As a control for peripheral lamina-chromatin interactions, we performed lamin B1 ChIP. Our ChIP protocol applied moderate sonication (12 cycles in a Bioruptor) yielding DNA fragments of 100–500 bp and allowing efficient immunoprecipitation of lamins and LAP2alpha (Supplemental Fig. 1). ChIP and respective input samples were analyzed by deep sequencing (ChIP-seq). Integrative Genomics Viewer (IGV) tracks, representing the log_e_ (ChIP/input) signal, display wide-range chromatin interactions of all proteins (Fig. 1A). The enriched domain detector (EDD) peak-calling algorithm (Lund et al. 2014) identified around 250 EDD peaks in lamin A/C, LAP2alpha, and lamin B1 ChIP samples with an average length of 1–2 Mb, in total covering 15%–20% of the genome (Table 1). The SICER algorithm (Xu et al. 2014) identified significantly more (7000–9000) and smaller (average size of 25 kb) regions to be associated with LAP2alpha, lamin A/C, and lamin B1 (Table 1). Regions with a high SICER peak density overlapped with EDD peaks (Supplemental Fig. 2).

**Figure 1.**
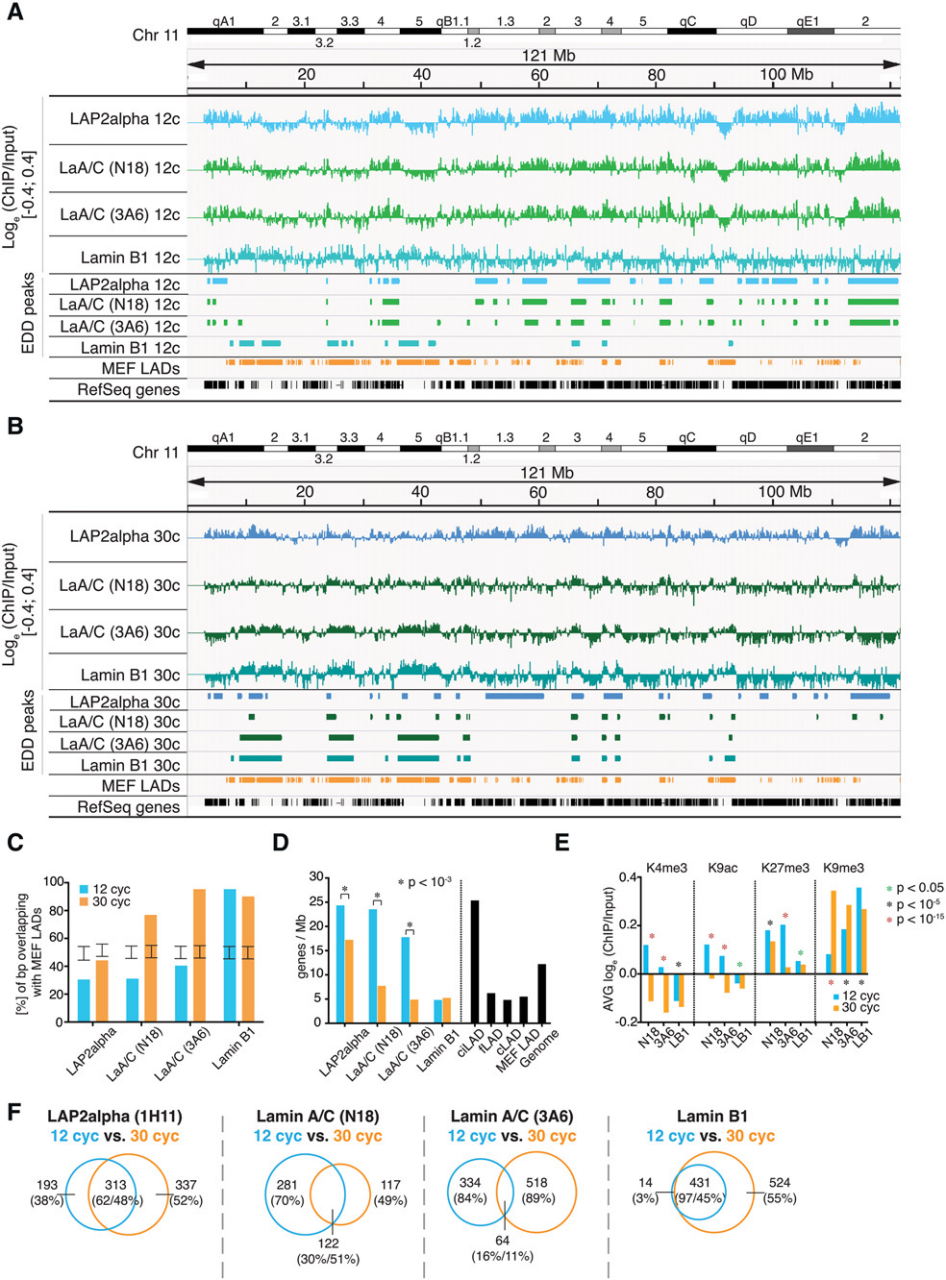
LAP2alpha and Lamin A/C associate with eu- and heterochromatin. (*A*,*B*) Screenshot of Integrative Genomics Viewer (IGV) tracks of Chromosome 11 (mm9) representing log_e_ ratios of ChIP/Input, scale is [−0.4;0.4] (*upper* panel); peak regions identified by EDD (*mid* panel); MEF LADs (GSE36132) and the RefSeq gene track (*lower* panel). Chromatin was sonicated for (*A*) 12 or (*B*) 30 cycles. ChIPs were performed with antibodies against LAP2alpha (8C10-1H11) and lamin A/C (3A6-4C11 and N18). (*C*) MEF LAD overlap. Degree of overlap (% of bp) of EDD peaks with MEF LADs. Error bars indicate the interval that contains 95% of all mean overlaps obtained through random permutation tests. All overlaps are significantly smaller or larger than expected under the null model (*P* < 10^−4^). (*D*) Gene density. Average gene density in EDD/DamID peak regions. Significance of gene density change from 12- to 30-cycle samples was tested using the Wilcoxon rank-sum test. (*) *P* < 10^−3^. (*E*) Histone marks in lamin-interacting sites. Average log_e_ (ChIP/Input) of H3K4me3, H3K9ac, H3K27me3, and H3K9me3 in regions associated with lamin A/C and lamin B1. Differences between distributions of values from 12- to 30-cycle samples were tested by the Wilcoxon rank-sum test; green asterisk signifies *P* < 0.05, black asterisk *P* < 10^−5^, and red asterisk *P* < 10^−15^. (*F*) Extent of overlap between EDD peaks of LAP2alpha, lamin A/C, and lamin B1 after 12 and 30 cycles of sonication; numbers indicate Mb.

**Table 1.**
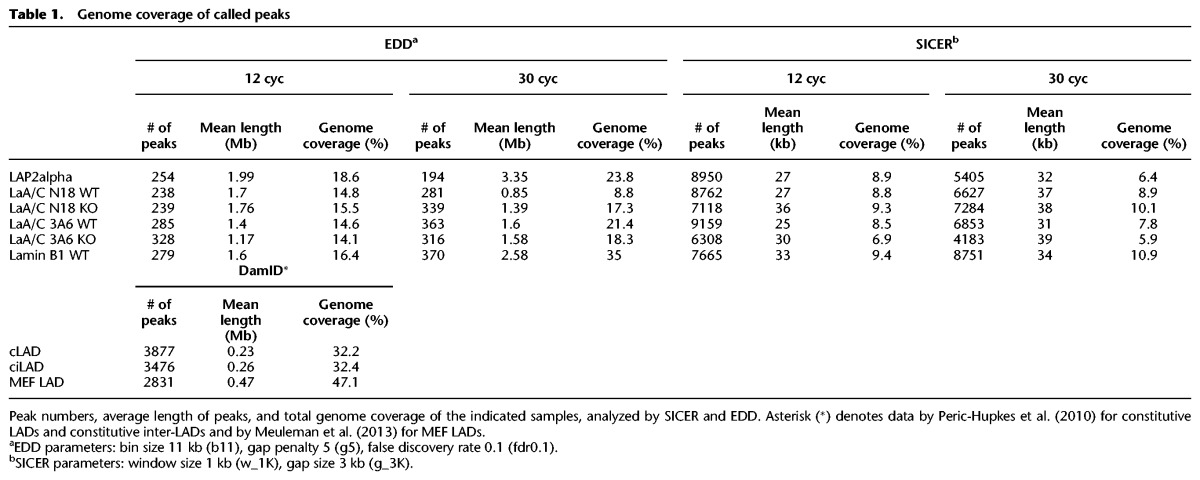
Genome coverage of called peaks

Next, we tested whether the lamin A/C-, LAP2alpha-, and lamin B1-enriched chromatin domains match published lamin B1 LADs in mouse embryonic fibroblasts (MEF) identified by DamID (Meuleman et al. 2013). Whereas 95% of the lamin B1-associated genomic regions overlapped with lamin B1-LADs, only 27%–41% of lamin A/C- and LAP2alpha-associated regions overlapped (Fig. 1A,C). Accordingly, in contrast to LADs, lamin A/C- and LAP2alpha- EDD peaks were gene-rich (18–24 genes/Mb versus 5 genes/Mb in LADs) (Fig. 1A,D) and enriched in active H3K4me3 and H3K9ac histone marks, as well as in H3K27me3 (Fig. 1E). Lamin B1 predominantly associated with gene-poor regions (Fig. 1D), devoid of active histone marks and maintaining the highest levels of the heterochromatic H3K9me3 mark (Fig. 1E). Thus, whereas lamin B1 interacted mainly with heterochromatic LADs, lamin A/C and LAP2alpha surprisingly occupied active, euchromatic regions of the genome.

Elucidating the disparity between our data and the reported lamin A/C binding to LADs (Meuleman et al. 2013; van Steensel and Kind 2014), we noted that lamin A/C ChIP samples obtained after moderate sonication (12 cycles) contained, in addition to the main pool of DNA fragments of ∼350 bp, a significant fraction of larger fragments (∼1.5 kb) (Supplemental Fig. 1). This fraction likely represents heterochromatic genomic regions, which were excluded from Illumina sequencing due to size selection. In order to make these regions accessible to analysis, we extended the sonication to 30 cycles and reperfomed the ChIP. This resulted in a clear reduction of the larger DNA fragment pool, while still allowing for efficient immunoprecipitation (Supplemental Fig. 1). Under these conditions, lamin A/C-3A6-associated chromatin regions are shifted toward gene-poor heterochromatin and overlap with LADs by ∼96%, resembling lamin B1-associated regions (Fig. 1B–D). Concomitantly, active histone marks are lost and heterochromatic H3K9me3 is increased in lamin A-3A6-recovered regions (Fig. 1E). Moreover, lamin A/C-3A6 EDD peaks of the 30-cycle sample show only minimal overlap (11%) with peaks obtained from the 12-cycle sample, while the lamin B1 peaks overlapped nearly completely, although the recovery of lamin B1 LADs was significantly improved in the 30- versus 12-cycle preparation (Fig. 1F). Similar effects were observed when comparing lamin A/C-N18-associated chromatin regions in 30- versus 12-cycle ChIP preparations (Fig. 1C–F). Taken together, these results suggest that A-type lamins occupy both heterochromatic LADs and euchromatic regions outside of LADs, while lamin B1 is enriched in heterochromatic LADs only.

### LAP2alpha and lamin A/C occupy similar genomic regions in euchromatin

Our data showed that sonication conditions are a critical parameter for the nature of recovered lamin A/C-associated chromatin regions: moderate sonication (12 cycles) enriching for euchromatic regions, and extended sonication (30 cycles) for heterochromatic LADs. Intriguingly, this effect was more pronounced in the lamin A/C-3A6 compared to lamin A/C-N18 ChIP samples. Whereas in the 12-cycle ChIP, the lamin A/C-associated chromatin regions retrieved by the two lamin A/C antibodies coincided by nearly 80%, they considerably differed in the 30-cycle ChIP (Fig. 2A, lower panel), indicating that the 3A6 and N18 antibodies target different pools of A-type lamins. However, the overall overlap of lamin A/C-associated genomic regions with lamin B1-associated LADs strongly increased in the 30- versus 12-cycle preparation for both antibodies, N18 and 3A6 (Fig. 2A, bar graph).

**Figure 2.**
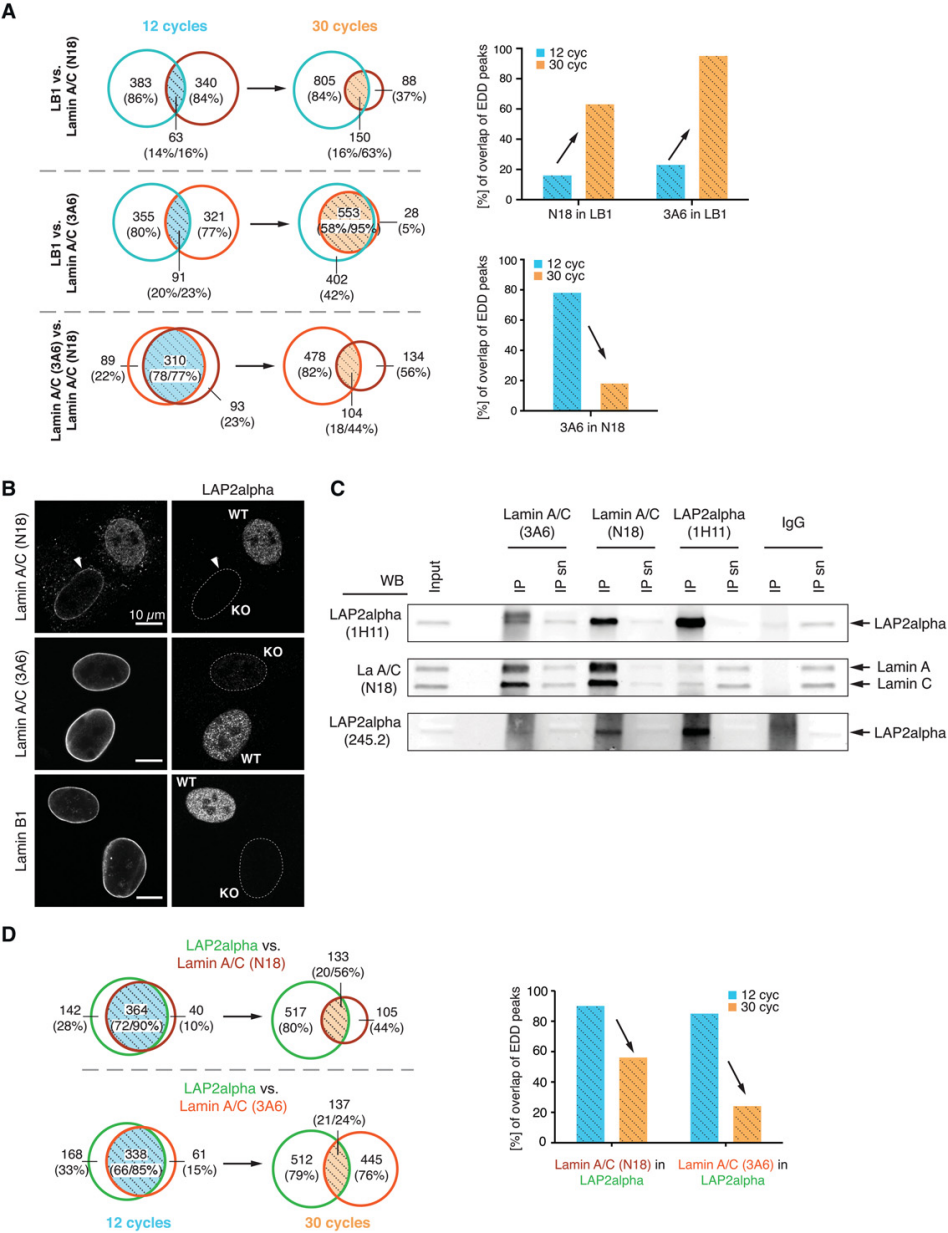
LAP2alpha and Lamin A/C overlap in euchromatic regions. (*A*) Venn diagrams of genome-wide overlapping EDD peaks (Mb) of lamin B1 and lamin A/C samples upon 12 and 30 cycles of sonication. Overlaps (hatched) of lamin A/C-3A6 and -N18 with lamin B1 and overlaps of lamin A/C-3A6 with -N18 are highlighted in light blue (12 cycles) and light orange (30 cycles), and the corresponding % of overlap of EDD peaks are depicted as bar graphs. (*B*) Confocal immunofluorescence microscopic images of a mixed culture of *Tmpo* WT and KO mouse dermal fibroblasts double-stained for LAP2alpha and lamins as indicated. Unstained nuclei in LAP2alpha panels are outlined by a white dashed line. Scale bar, 10 µm. (*C*) Co-IPs for lamin A/C-3A6, lamin A/C-N18, and LAP2alpha were performed in *Tmpo* WT imMDFs. Normal rabbit IgG was used as a negative control. (*D*) Venn diagrams of genome-wide overlapping EDD peaks (Mb) of LAP2alpha and Lamin A/C samples upon 12 and 30 cycles of sonication. Overlaps (hatched) of LAP2alpha with lamin A/C-3A6 and -N18 are highlighted in light blue (12 cycles) and light orange (30 cycles), and the corresponding % of overlap of EDD peaks are depicted as bar graphs.

The two lamin A/C ChIP samples also differ in their epigenetic marks. Lamin A/C-N18-associated domains contained more active histone marks (H3K4me3, H3K9ac) and less repressive H3K9me3 than the lamin A/C-3A6-bound regions in euchromatin-enriched samples, and they had more H3K27me3 marks in the heterochromatin-enriched samples (Fig. 1E). These data suggest that antibody 3A6 targets lamin A/C associated with heterochromatin, as opposed to antibody N18 that may preferentially detect lamin A/C complexes in an open chromatin context. This hypothesis was further supported by immunofluorescence analyses of mixed cultures of *Tmpo* WT and *Tmpo* KO fibroblasts. While lamin A/C-N18 detects both peripheral and nucleoplasmic lamin A/C pools in *Tmpo* WT (but not in *Tmpo* KO) cells, lamin A/C-3A6 and lamin B1 detect primarily the peripheral lamina in both cell types (Fig. 2B). Furthermore, coimmunoprecipitation of lamin A/C and LAP2alpha revealed that lamin A/C-N18-antibody coprecipitated considerably more LAP2alpha than lamin A/C-3A6 antibody (Fig. 2C). We concluded that antibody 3A6 mainly detects lamin A/C complexes not bound to LAP2alpha, whereas antibody N18 targets nucleoplasmic lamin A/C in complexes with LAP2alpha.

Having shown that lamin A/C binds in a heterochromatic and a euchromatic environment, we next tested to what extent the lamin A/C binding sites correlate with those of LAP2alpha. By overlapping of lamin A/C- and LAP2alpha-associated regions, we found that, in euchromatin-enriched samples (12 cycles), the majority of lamin A/C EDD peaks (85% for 3A6 and 90% for N18) concurred with LAP2alpha EDD peaks (Fig. 2D). After extended sonication (30 cycles), the congruency of LAP2alpha with lamin A/C-3A6 and -N18 is diminished to 21% and 20%, respectively. Thus, the overlap of lamin A/C- and LAP2alpha-associated chromatin regions decreased markedly in 30- versus 12-cycle preparations (Fig. 2D, bar graph). However, still more than half (56%) of lamin A/C-N18-associated chromatin (but only 24% of 3A6-associated regions) is also bound by LAP2alpha under these conditions (Fig. 2D). Similar results were obtained by comparing the number of SICER peaks per Mb bin between LAP2alpha versus lamin A/C-3A6 and LAP2alpha versus lamin A/C-N18 ChIP samples (Supplemental Fig. 2B). Furthermore, sequential ChIP of lamin A/C and LAP2alpha followed by qPCR revealed that lamin A/C and LAP2alpha co-occupy various genomic regions only in the euchromatin-enriched sample (Supplemental Fig. 3). Overall, we concluded that LAP2alpha and lamin A/C occupy similar genomic regions under conditions enriching for euchromatin, whereas in heterochromatin-enriched regions, lamin A/C-chromatin association seems to be mostly independent of LAP2alpha.

### Lamin A/C-binding is reorganized toward heterochromatic regions in LAP2alpha-deficient cells

Given that LAP2alpha and lamin A/C predominantly co-occur in euchromatic genomic regions, we next aimed to investigate the role of LAP2alpha in lamin A/C chromatin interaction by extending our ChIP-seq experiments to *Tmpo* KO fibroblasts (Supplemental Fig. 4). We assessed changes in lamin A/C EDD peaks between *Tmpo* WT and *Tmpo* KO samples on a genome-wide scale in euchromatin-enriched regions. This analysis revealed lamin A/C-associated chromatin regions exclusively in *Tmpo* WT cells (“lost in KO”) (Fig. 3A, black arrowheads) or exclusively in *Tmpo* KO cells (“gained in KO”) (Fig. 3A, white arrowheads). At the genome-wide level, only 61% of the lamin A/C-N18- and 47% of the lamin A/C-3A6-bound regions were detected in both *Tmpo* WT and KO cells (“WT^KO”); the remaining regions were either lost (39% of N18 and 53% of 3A6 peaks) or gained (41% of N18 and 51% of 3A6 peaks) in *Tmpo* KO cells (Fig. 3B). Interestingly, regions that lost or retained lamin A/C interaction in the *Tmpo* KO cells overlap with LAP2alpha-associated regions by 81%–96%, while the newly gained lamin A/C associated regions showed only 24% (N18) and 7% (3A6) overlap (Fig. 3B). This indicates a reorganization and partial loss of lamin A/C within the LAP2alpha-associated regions in *Tmpo* WT versus KO cells and a gain of lamin A/C binding primarily outside these regions. Within the LAP2alpha-associated regions, 45%–59% of lamin A/C-associated regions were retained in the *Tmpo* KO cells, while 31%–51% were lost and only a marginal fraction was gained (Fig. 3C). This rearrangement of lamin A/C-chromatin association is also reflected by the low correlation of SICER peak densities in *Tmpo* WT versus KO cells (R = 0.539 for N18 and R = 0.438 for 3A6) (Fig. 3D).

**Figure 3.**
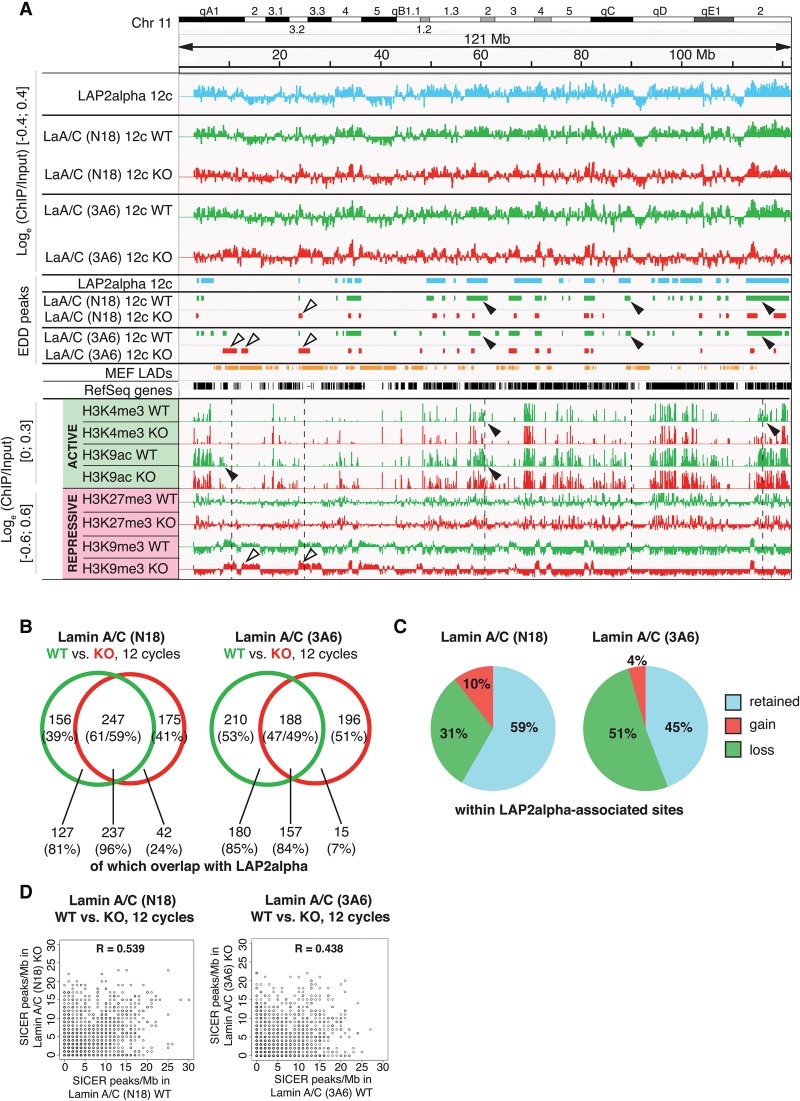
Lamin A/C-chromatin associations are rearranged in LAP2alpha-deficient versus wild-type cells. (*A*) Screenshots of IGV tracks of Chromosome 11 (mm9) representing log_e_ (ChIP/Input) [−0.4;0.4], peak regions identified by EDD, MEF LADs, the RefSeq gene track, and histone mark tracks. Shown are data for LAP2alpha and lamin A/C (precipitated with 3A6 or N18 antibodies in *Tmpo* WT and KO cells) after 12 cycles of sonication and data of histone marks after 12 cycles of sonication (scale for active marks H3K4me3 and H3K9ac is log_e_ (ChIP/Input) [0;0.3] and for repressive marks H3K27me3 and H3K9me3 log_e_ (ChIP/Input) [−0.6;0.6]). Black arrowheads point to regions of loss of lamin A/C or histone marks and white arrowheads to regions of gain of lamin A/C or histone marks in *Tmpo* KO cells. (*B*) Venn diagrams of EDD peak overlaps [Mb] between lamin A/C in *Tmpo* WT and KO samples after 12 cycles of sonication. Numbers *below* Venn diagram show overlap (in Mb and %) of lamin A/C EDD peak fractions (occurring only in WT, in WT and KO, or KO only) with LAP2alpha EDD peaks. (*C*) Redistribution of lamin A/C within LAP2alpha-associated sites. Pie chart depicting percentage of lamin A/C-associated regions (identified by antibodies N18 or 3A6) within the LAP2alpha-associated regions that retained, lost, or gained lamin A/C binding in *Tmpo* KO versus WT samples. (*D*) SICER peak correlations (peaks/Mb) corresponding to data in *B*.

Interestingly, partial reorganization of lamin A/C-N18- and lamin A/C-3A6-associated domains in *Tmpo* KO versus WT cells was also detectable in the 30-cycle ChIP analyses (Supplemental Fig. 5), suggesting that, in the absence of LAP2alpha, the association of lamin A/C with chromatin is reorganized at a genome-wide level.

In view of our findings that lamin A/C and LAP2alpha co-occupy particularly euchromatic genomic regions, while lamin A/C association with heterochromatic LADs occurs largely independent of LAP2alpha, we hypothesized that loss of LAP2alpha might affect the equilibrium between euchromatic and hetereochromatic lamin A/C pools. Indeed, we found that the overlap of lamin A/C-3A6 EDD peaks with LADs increased from 41% in wild-type to 74% in *Tmpo* KO cells and that of lamin A/C-N18-identified EDD peaks from 27% to 41% (Fig. 4A), indicating that lamin A/C tends to relocalize from euchromatic to heterochromatic regions in the absence of LAP2alpha.

**Figure 4.**
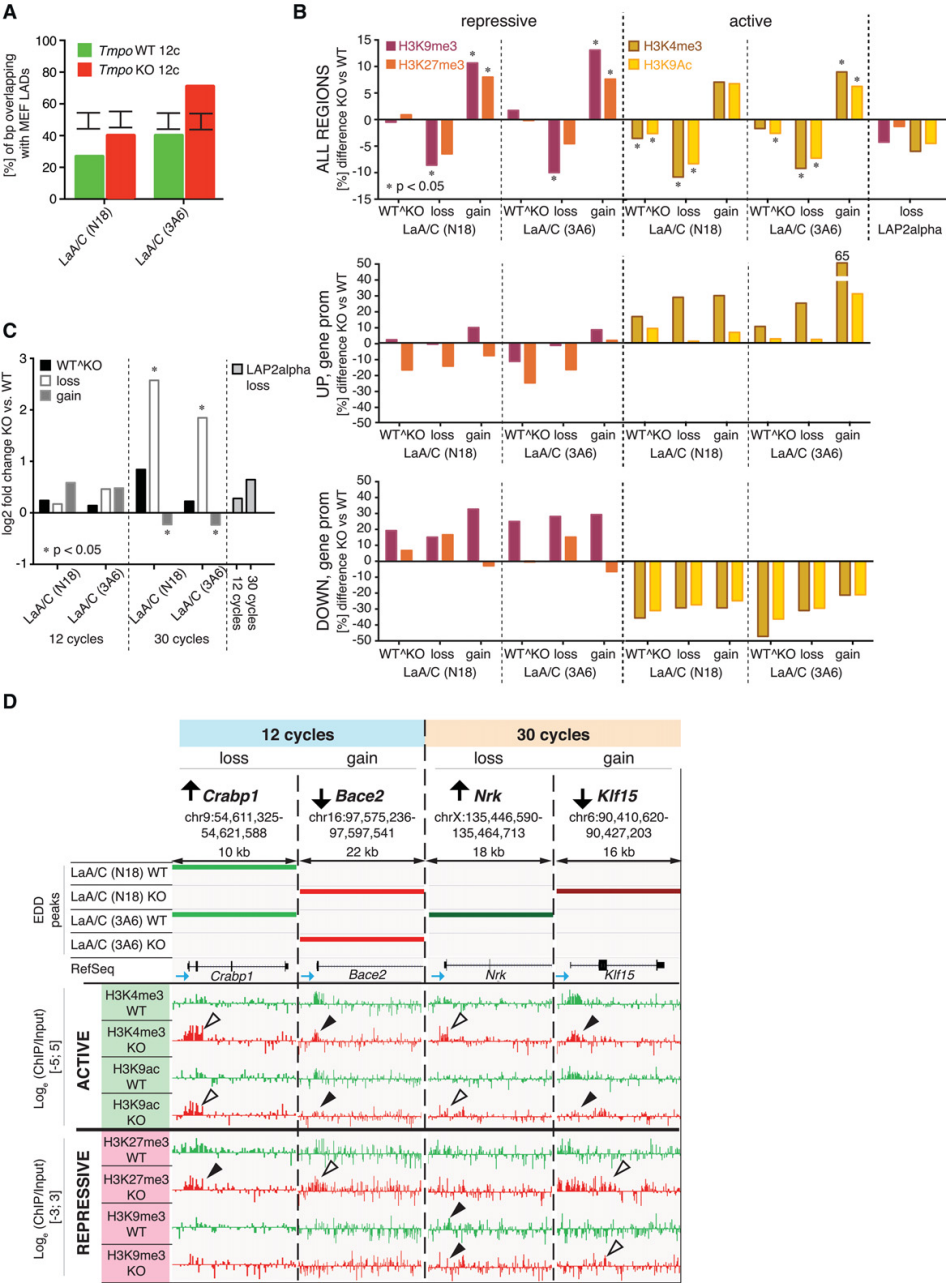
Consequences of lamin A/C redistribution in LAP2alpha-deficient cells on chromatin organization and gene expression*.* (*A*) MEF LAD overlap. Degree of overlap (% of bp) of EDD peaks obtained after 12 cycles of sonication for lamin A/C-N18 and -3A6 in *Tmpo* WT and KO mouse fibroblasts with MEF LADs. Error bars indicate the interval that contains 95% of all mean overlaps obtained through random permutation tests. All overlaps are significantly smaller or larger than expected under the null model (*P* < 10^−4^). (*B*) Change in repressive and active histone marks. EDD peak regions of lamin A/C (N18 and 3A6) in *Tmpo* WT and KO cells were divided into regions occurring in both samples (“WT^KO”), losing association in *Tmpo* KO (“loss”), and gaining associations *Tmpo* KO (“gain”). Percent difference (*Tmpo* KO vs. WT) in the abundance of repressive (H3K27me3, H3K9me3) and active (H3K4me3, H3K9ac) histone marks present in all lamin A/C-N18 and -3A6 “WT^KO,” “loss,” and “gain” regions, all regions of LAP2alpha loss (ALL REGIONS) and promoter regions of up- (UP, gene promoter) and down-regulated (DOWN, gene promoter) in lamin A/C-N18 and -3A6 “WT^KO,” “loss,” and “gain” regions, after 12 sonication cycles. Asterisk (*) denotes significant change in histone mark abundance (*P* < 0.05) compared to random permutation testing. (*C*) Gene expression change. Average log_2_-fold change of differentially regulated genes in lamin A/C-N18 and -3A6 “WT^KO,” “loss,” and “gain” regions and regions of LAP2alpha loss after 12 and 30 sonication cycles. Asterisk (*) denotes significant gene expression change (*P* < 0.05) compared to random permutation testing. (*D*) Redistribution of lamin A/C upon loss of LAP2alpha alters gene expression and histone marks on promoters of affected genes. IGV track compilation of up- and down-regulated genes in regions of loss and gain of lamin A/C in euchromatin-enriched (12 cycle) and heterochromatin-enriched (30 cycle) regions. Shown are EDD peak tracks for lamin A/C-N18 and -3A6 in *Tmpo* WT and KO cells obtained after 12 and 30 cycles of sonication, followed by RefSeq tracks of the respective genes (blue arrow denotes direction of transcription) and histone mark data tracks obtained after 12 cycles of sonication; scale for active marks H3K4me3 and H3K9ac is log_e_ (ChIP/Input) [−5;5] and for repressive marks H3K27me3 and H3K9me3 log_e_ (ChIP/Input) [−3;3]. Black and white arrowheads point to regions of loss and gain of histone marks in *Tmpo* KO, respectively.

### Rearrangement of lamin A/C-chromatin association in LAP2alpha-deficient cells affects epigenetic profiles and gene expression

To investigate whether the loss of LAP2alpha-chromatin interaction and the rearrangement of lamin A/C on chromatin affects epigenetic marks and gene expression, we analyzed active and repressive histone mark abundance (see histone mark tracks in Fig. 3A) in genomic regions that gained or lost lamin A/C binding in *Tmpo* KO versus WT cells.

Repressive H3K9me3 and H3K27me3 marks accumulated in regions that gained lamin A/C binding (“gain”) and diminished in regions that lost lamin A/C binding (“loss”) in *Tmpo* KO, whereas the abundance of these marks did not change in regions of unaltered lamin A/C-association (“WT^KO”) (Fig. 4B). Intriguingly, also the level of active H3K4me3 and H3K9ac marks decreased in regions that lost lamin A/C-binding in *Tmpo* KO cells and increased in regions that gained lamin A/C binding. Thus, changes in lamin A/C binding to chromatin in *Tmpo* KO versus WT cells affect repressive and active marks similarly. Loss of LAP2alpha binding had a similar effect on the epigenetic profile as the loss of lamin A/C binding (Fig. 4B, upper panel). Changes in epigenetic marks were most prominent in ChIP samples enriched in euchromatin (12 cycles); in heterochromatin-enriched ChIP samples (30 cycles) these marks changed only marginally (Supplemental Fig. 6).

Having determined that loss or gain of lamin A/C binding affects both active and repressive histone marks in a similar manner, we wondered whether these changes are reflected by changes in gene expression. 

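Total RNA of *Tmpo* WT and *Tmpo* KO imMDFs, immortalized fibroblasts of mouse skin, was depleted of rRNA and sequenced in 4 libraries, 2 per genotype. Replicate 1 of each genotype was taken at passage 34 and replicate 2 at passage 42, so the spread within a genotype includes any difference between the passages. The sources name no more than 1 line per genotype, so the knockout and any other difference between the lines are not separated. Nothing in them says that the replicates are separate cultures beyond their passage numbers, and the p-values then measure only the spread between these libraries, which may be technical. The supplemental methods give 10 µg of RNA as starting material and the sample labels give 10 ng. The authors removed adapters with cutadapt, mapped the reads to the mouse genome (NCBI37/mm9) with TopHat2 version 2.0.9 and counted reads with a mapping quality above 20 with htseq-count. The deposited values are raw counts for 32757 RefSeq transcript IDs, each counted as a feature of its own, with reads that match more than 1 ID set aside as ambiguous. A gene with several IDs is therefore counted only where its transcripts differ. The libraries were made with dUTP, which marks the strand, but the strand setting of the counting is not given in the sources used here, so a gene and an overlapping gene of the other strand cannot be told apart. Reads given to a transcript numbered 12168433 in WT at passage 34, 15786136 in KO at passage 34, 15677378 in WT at passage 42 and 19603812 in KO at passage 42. These were between 31.4% and 36.7% of the reads in each file, and ambiguous reads were between 12.1% and 13.4%. Across transcripts, which are not independent replicates, log2 CPM, counts scaled to a common library size, had a Pearson correlation of 0.985 between the WT libraries, 0.974 between the KO libraries and 0.960 to 0.970 between genotypes. Replicates differed by more than counting noise, with a chi-square per degree of freedom of 22.5 in WT and 37.3 in KO. From the counts, 13855 transcripts with at least 1 CPM in both replicates of at least 1 genotype were compared with edgeR's quasi-likelihood test after TMM normalization, at a Benjamini-Hochberg adjusted p under 0.05. CPM here are relative to the reads given to transcripts. The supplemental methods set the limit at 1 CPM of the sequenced reads, and name edgeR and an FDR of 0.05 and refer to a published protocol, but do not name which of edgeR's tests was used. The biological coefficient of variation between replicates was 21.8%.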

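Counts of the LAP2alpha transcript were almost absent from *Tmpo* KO imMDFs. The paper describes the knockout as a deletion of *Tmpo* exon 4, and reads of a deleted exon are absent at any transcript level. The counts therefore go with the genotype and cannot show how much transcript was made. *Tmpo* lies on the minus strand of chromosome 10 of mm9 from 90610316 to 90634759. Its transcript NM_011605, which encodes LAP2alpha, had 903 and 1324 counts in the WT libraries of passages 34 and 42 and 6 counts in each KO library. This is 80.3 ± 5.99 CPM (SD, n = 2) in WT and 0.341 ± 0.0411 CPM (SD, n = 2) in KO, a log2 fold change of −7.86 (standard error 0.337, adjusted p = 1.26e-06 from edgeR's quasi-likelihood test). With counts summed per gene, the log2 fold change of *Tmpo* was −6.06. Reads in exons shared by its transcripts are missing from this sum, so it does not measure the gene as a whole. The *Tmpo* transcript NM_001283048 had 9 and 16 counts in WT and 12 and 19 in KO, too few to be tested, and the other 4 *Tmpo* IDs had no count. *Tmpo* overlaps *Gm17499*, a noncoding gene of the other strand. Among the largest increases in KO were *Rpl39l*, a ribosomal protein paralog, with a log2 fold change of 5.37 (standard error 0.543, adjusted p = 4.74e-04), the positional transcription factor *Hoxb9* with 4.28 (standard error 0.442, adjusted p = 5.12e-04) and the orphan receptor *Gpr149* with 4.12 (standard error 0.300, adjusted p = 6.14e-05), all from the same test. *Rpl39l* rests on 1 and 5 counts in WT against 134 and 195 in KO. The interferon-induced *Ifi27l2b* (5.19) and *Hoxb7* (4.14) rose as well, and each overlaps a neighbouring gene of its own family on the same strand, so that their counts are less certain. Among the largest decreases were *Tmem35*, a membrane protein gene, with a log2 fold change of −5.33 (standard error 0.340, adjusted p = 2.23e-05), the neutrophil chemokine *Cxcl1* with −4.50 (standard error 0.253, adjusted p = 1.18e-05) and the lysosomal protease *Ctsh* with −4.11 (standard error 0.396, adjusted p = 3.28e-04). *Cxcl1* fell from 93.0 ± 4.55 CPM (SD, n = 2) in WT to 4.09 ± 0.383 CPM (SD, n = 2) in KO. In all, 381 of the 13855 tested transcripts passed the test, 209 higher and 172 lower in KO, and 174 of them changed by more than 2 on the log2 scale. In a fit without chromosomes 12 and 18 or transcripts of unknown position, chosen after seeing the data, 317 transcripts were called, 313 of them among the 381. The number called was 628 with edgeR's exact test, 638 with its likelihood ratio test and 740 with no filter on low counts. It was 1092 (563 higher, 529 lower) with the replicate number, which is also the passage, as a block, although no source pairs the libraries. With that block and the quasi-likelihood test it was 531 or 537 on a filter of 10492 transcripts, chosen after the data were seen. It was 175 and 109 without WT replicate 1 and 2, and 842 and 1291 without KO replicate 1 and 2. The quasi-likelihood adjusted p of *Tmpo* was 2.99e-78 with no filter and 3.8e-94 with the block, against 1.26e-06 in the fit that called 381. The larger counts of those fits are therefore not a sign of robustness. In counts simulated 10 times for this design, 8.42% of the calls of the quasi-likelihood test were false.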

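The changed transcripts included groups of related genes, in lists written before the counts were examined. Supplemental Table 1, made from the same libraries, was in view, so their counts and tests are not independent evidence of a direction. Of 45 measured interferon-stimulated genes, 12 were higher in KO and the others did not pass (34 higher when adjusted over the list alone; adjusted p = 4.75e-24 from camera, and adjusted p = 0.582 with an estimated correlation). With edgeR's exact test 31 were called, with its likelihood ratio test 29 and with DESeq2 11, and 28 are in Supplemental Table 1. With the replicate number as a block, all 616 transcripts of that table passed, but 487 or 491 on the filter of 10492 transcripts. *Rsad2*, an antiviral enzyme, had a log2 fold change of 2.92 (standard error 0.380, adjusted p = 0.00224 from edgeR's quasi-likelihood test), *Bst2*, a protein that retains budding virus, had 3.16 (standard error 0.600, adjusted p = 0.0175) and *Usp18*, an ISG15 protease, had 3.89 (standard error 0.902, adjusted p = 0.0458). The mean difference of the list was 0.49 on the log2 scale at passage 34 and 2.47 at passage 42, and *Usp18* had 72 counts in the KO library of passage 34 and 1209 in that of passage 42. The calls of *Bst2* and *Usp18* were lost with DESeq2 (adjusted p = 0.076 and 0.151) and without either WT replicate, and that of *Usp18* also without KO replicate 2, with 1 CPM required in all 4 libraries, with counts summed per gene and without chromosomes 12 and 18. Of 15 measured genes of MHC class I antigen presentation, 3 were higher and the others did not pass (4 higher and 1 lower when adjusted over the list alone; adjusted p = 0.0115 from camera, and adjusted p = 0.777 with an estimated correlation), among them the class I chain gene *H2-D1* at 2.21 and *Nlrc5*, an activator of class I genes, at 2.63. The exact test and the likelihood ratio test each called 5. The camera call of the list was lost without KO replicate 2 (adjusted p = 0.526). Of 33 measured Hox genes, which carry positional identity in skin fibroblasts, 12 were higher and 1 was lower (12 and 1 when adjusted over the list alone; adjusted p = 5.76e-11 from camera, and adjusted p = 0.582 with an estimated correlation). All 8 genes from *Hoxb2* to *Hoxb9* rose, by between 1.63 and 4.28 on the log2 scale, and *Hoxc8* fell by 1.08. *Hoxb2*, *Hoxb5*, *Hoxb6* and *Gsto1* overlap a gene of the other strand, and *Hoxb7*, *Hoxb8* and *Hoxc8* overlap another gene of their own strand, so their counts are less certain. Of 45 measured protocadherins of the alpha, beta and gamma clusters, cell adhesion genes of chromosome 18, 4 were higher and the others did not pass (16 higher and 1 lower when adjusted over the list alone; adjusted p = 4.34e-09 from camera, and adjusted p = 0.582 with an estimated correlation). The exact and likelihood ratio tests called 11 each and DESeq2 12. *Pcdhgb4* had a log2 fold change of 3.52 (standard error 0.308, adjusted p = 2.04e-04). Protocadherins of a cluster are near copies of one another, so their counts are less certain, and the median log2 fold change of all transcripts of chromosome 18 was 0.35. Of 39 measured genes of glutathione and xenobiotic metabolism, 3 were higher and 6 lower (3 and 13 when adjusted over the list alone; adjusted p = 7.25e-06 from camera, and adjusted p = 0.582 with an estimated correlation), with the glutathione transferase *Gstm7* at −2.20 and *Gsto1* at 1.30. Without WT replicate 2 the calls of *H2-D1*, *Hoxb2*, *Hoxb8*, *Hoxc8*, *Gstm7* and *Gsto1* were lost, and without WT replicate 1 that of *Hoxc8*. Without KO replicate 2 the mean log2 fold change was 0.53 against 1.82 with all libraries for the interferon-stimulated genes, 0.09 against 0.58 for MHC class I and 0.38 against 0.84 for the protocadherins, and without WT replicate 1 it was −0.26 against −0.46 for glutathione and xenobiotic metabolism. *Tmpo* itself is not on the list of the nuclear lamina and envelope. Of its 28 measured genes, none passed edgeR's quasi-likelihood test, over all transcripts or adjusted over the list alone. An unadjusted p under 0.05 was seen in 4, and 0 passed with edgeR's exact test, its likelihood ratio test or DESeq2. As a set they passed fry for change in either direction (adjusted p = 0.0101), which does not compare them with other genes, and not camera (adjusted p = 0.601). The transcript NM_001002011 of *Lmna*, which encodes lamin A/C, had a log2 fold change of −0.08 (standard error 0.202, adjusted p = 0.933) and *Lmnb1* 0.11 (standard error 0.192, adjusted p = 0.902). *Hdac3* (0.19), *Lbr* (0.18), *Lmnb2* (0.10), *Zbtb7b* (0.07), *Gmcl1* (−0.35) and *Cbx5* (−0.49) did not pass either, and *Banf1* and *Chst8* had too few counts to be tested. *Lmna* and *Cbx5* have 3 IDs each, of which only 1 had enough counts to be tested, so their values cover reads unique to 1 transcript.

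**Figure D1:**
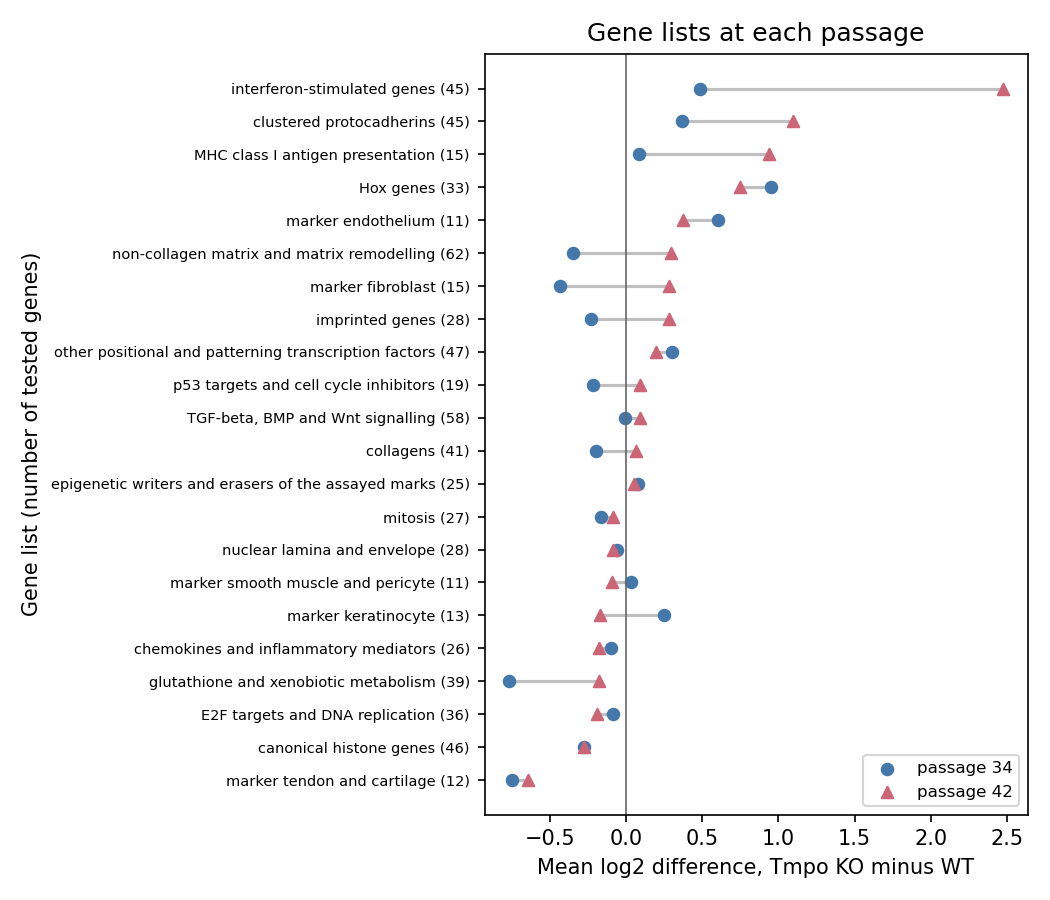
Mean log2 difference between the *Tmpo* KO and the WT library at passage 34 (circles) and at passage 42 (triangles) for each list with at least 10 measured genes, whose number is given in brackets; the line joins the 2 means and no error is drawn, since each mean compares 1 library per genotype. The interferon-stimulated genes lie at 0.49 and 2.47, the Hox genes at 0.95 and 0.75.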

Assessing global gene expression changes in *Tmpo* KO versus WT in imMDFs by RNA-seq, we found 616 genes to be differentially expressed (false discovery rate [FDR] < 0.05), of which 341 were up-regulated and 275 were down-regulated (Supplemental Table 1). 

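Transcripts of Supplemental Table 2 changed in both directions. *Tenm4*, a transmembrane teneurin on chromosome 7 of mm9 from 103319754 to 104059603, rose from 8.05 ± 0.284 CPM (SD, n = 2) in *Tmpo* WT to 138 ± 25.2 CPM (SD, n = 2) in *Tmpo* KO, a log2 fold change of 4.10 (standard error 0.247, adjusted p = 1.64e-05 from edgeR's quasi-likelihood test). The peptidase gene *Naalad2* had a log2 fold change of −4.87 (standard error 0.345, adjusted p = 5.52e-05 from the same test), the prostacyclin synthase gene *Ptgis* −4.25 (standard error 0.317, adjusted p = 6.73e-05), the imprinted zinc finger gene *Peg3* −4.07 (standard error 0.639, adjusted p = 0.00586) and the carboxylesterase gene *Ces1g* −3.63 (standard error 0.359, adjusted p = 3.81e-04). Of the 239 transcripts of the table, 143 passed the test over all transcripts, 72 higher and 71 lower in KO. With the replicate number as a block, all 239 passed, as did all 616 of Supplemental Table 1. This depends on the filter: on that of 10492 transcripts the block called 487 or 491 of the 616 with the quasi-likelihood test. Supplemental Table 2 pools regions that gained and lost lamin A/C, and the ChIP regions were not analysed here. By sign alone, 130 of the 239 were higher in KO (54.4%), against 56.0% of the 377 other transcripts of Supplemental Table 1 (Fisher's exact test, two-sided p = 0.740, odds ratio 0.938 with a 95% interval of 0.669 to 1.32). The mean log2 fold change was 0.23 (SD 1.92) for the 239 transcripts and 0.25 (SD 1.88) for the 377 others, a difference of −0.02 (permutation test with 100000 draws, two-sided p = 0.902). *Tenm4* and *Ptgis* overlap annotated genes of the other strand. The study chose these transcripts on the same libraries, so their counts are not independent evidence of a direction. Of the 239 transcripts, 222 passed with edgeR's exact test, 223 with its likelihood ratio test and 231 with no filter on low counts, and 61 and 43 passed without WT replicate 1 and 2.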

Of the 616 de-regulated genes, 239 were located in genomic regions of altered lamin A/C association (Supplemental Table 2). As expected, promoters of up-regulated genes showed an increase in active and a decrease in repressive histone marks and vice versa for down-regulated genes (Fig. 4B, lower panels, 4D; Supplemental Fig. 6). However, in the euchromatin-enriched samples, gain and loss of lamin A/C-gene association in *Tmpo* KO cells did not strictly correlate with overall down- and up-regulation of gene expression, respectively (Fig. 4B,C), although expression of several genes is clearly increased upon loss of lamin A/C- and decreased upon gain of lamin A/C-binding in *Tmpo* KO cells (Fig. 4D). 

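*Crabp1* and *Bace2* are shown in Fig. 4D for loss and gain of lamin A/C in the euchromatin-enriched samples. *Crabp1*, which encodes a cellular retinoic acid-binding protein, lies on chromosome 9 of mm9 from 54612555 to 54620917. Its transcript NM_013496 had 12 and 31 counts in the *Tmpo* WT libraries of passages 34 and 42 and 530 and 1497 in the KO libraries, and its other ID had no count. It rose from 1.49 ± 0.685 CPM (SD, n = 2) in WT to 55.2 ± 31.9 CPM (SD, n = 2) in KO, a log2 fold change of 5.17 (standard error 0.483, adjusted p = 2.96e-04 from edgeR's quasi-likelihood test). With 1 library left out, this fold change ran from 4.36 (without KO replicate 2) to 5.76 (without WT replicate 2). *Bace2*, which encodes a membrane-bound aspartyl protease, lies on chromosome 16 from 97578335 to 97660619, and its transcript NM_019517 had 169 and 381 counts in WT and 42 and 50 in KO. It fell from 19.3 ± 7.14 CPM (SD, n = 2) to 2.59 ± 0.00616 CPM (SD, n = 2), a log2 fold change of −2.89 (standard error 0.367, adjusted p = 0.00196). With 1 library left out, that of *Bace2* ran from −3.21 (without WT replicate 1) to −2.45 (without WT replicate 2). In both genes both KO libraries lay beyond both WT libraries. The paper compared fold changes of differentially expressed genes in regions that gained, lost or kept lamin A/C with random permutations of those genes (Fig. 4C). From these and Fig. 4B it concludes that, after 12 cycles of sonication, gain and loss did not go strictly with lower and higher expression. It adds that several genes were clearly higher after loss and lower after gain (Fig. 4D).

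**Figure D2:**
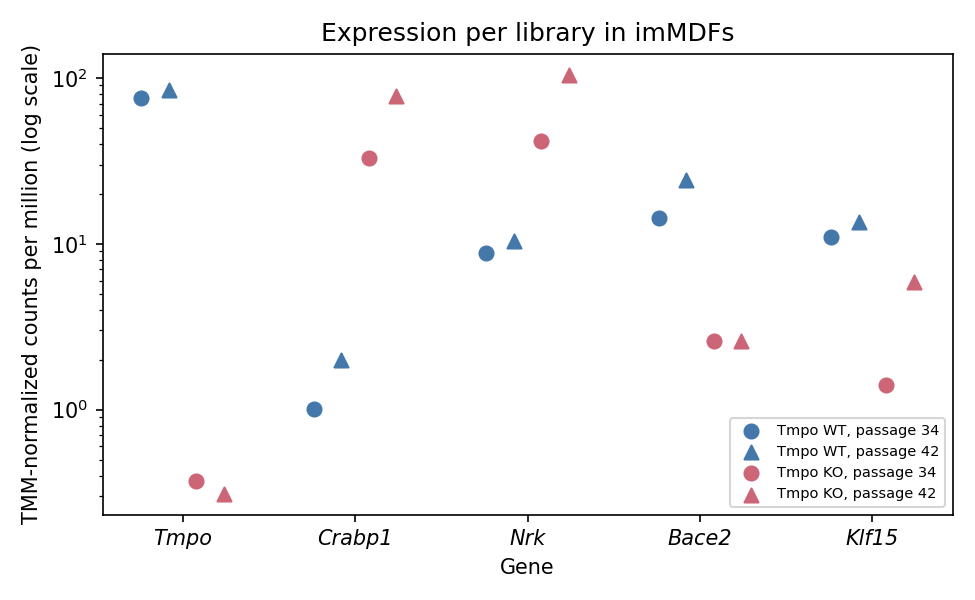
TMM-normalized CPM of 5 genes on a log axis, 1 point per library, with *Tmpo* WT in blue and *Tmpo* KO in red, passage 34 as circles and passage 42 as triangles. *Tmpo*, *Bace2* and *Klf15* lie lower in both KO libraries than in both WT libraries, *Crabp1* and *Nrk* higher, and the KO libraries of *Klf15* lie at 1.42 and 5.87.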

In the heterochromatin-enriched samples (30 cycles), loss of lamin A/C binding was linked to a general increase in gene expression, and gain of lamin A/C binding slightly decreased gene expression (Fig. 4C,D; Supplemental Fig. 6). 

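*Nrk* and *Klf15* are shown in Fig. 4D for loss and gain of lamin A/C in the heterochromatin-enriched samples. *Nrk*, which encodes a Nik-related protein kinase, lies on the X chromosome of mm9 from 135448969 to 135545071. Its transcript NM_013724 had 104 and 163 counts in the *Tmpo* WT libraries of passages 34 and 42 and 675 and 2005 in the KO libraries. It rose from 9.58 ± 1.16 CPM (SD, n = 2) to 72.9 ± 44.2 CPM (SD, n = 2), a log2 fold change of 2.92 (standard error 0.388, adjusted p = 0.00244 from edgeR's quasi-likelihood test). The log2 fold change of *Nrk* was 2.07 without KO replicate 2 and 3.43 without KO replicate 1. *Klf15*, a zinc finger transcription factor, lies on chromosome 6 from 90412570 to 90425232 and had 131 and 212 counts in WT and 23 and 113 in KO. Its level was 12.3 ± 1.77 CPM (SD, n = 2) in WT and 3.64 ± 3.15 CPM (SD, n = 2) in KO. The log2 fold change of Klf15 (NM_023184) was −1.74 (standard error 0.517, adjusted p = 0.132) and did not pass the test, with a difference of −2.85 at passage 34 and −1.19 at passage 42. It passed with edgeR's exact test (adjusted p = 0.0281), its likelihood ratio test (adjusted p = 0.0280), DESeq2 (adjusted p = 0.0147) and no filter on low counts (adjusted p = 1.34e-04). The exact test on a filter chosen after the values were seen also called it (adjusted p = 0.0163). The highest adjusted p of any setting was 0.572, without WT replicate 2. The log2 fold change was −3.15 without KO replicate 2 and −1.08 without KO replicate 1. *Klf15* also passed with the replicate number, which is also the passage, as a block, with a log2 fold change of −1.96. With no filter and with this block the adjusted p of *Tmpo* was 2.99e-78 and 3.8e-94, against 1.26e-06 from the main test. Passing in those fits therefore adds little to the evidence for *Klf15*. The lamin A/C regions themselves were not analysed here.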

Loss of LAP2alpha-association correlated with neither up- nor down-regulation of gene expression in both samples.

## Discussion

Most studies performed to date report predominant binding of lamin A/C to heterochromatic regions (Kubben et al. 2012; Lund et al. 2013, 2014; McCord et al. 2013; Meuleman et al. 2013; van Steensel and Kind 2014). We show here that lamin A/C, but not lamin B1, binds to both hetero- and euchromatin.

We found this discrepancy to arise from the extent of chromatin shearing, where moderate conditions preserve and enrich for open euchromatin, while heterochromatin yields larger fragments usually excluded from deep sequencing. Conversely, prolonged sonication enriches heterochromatin, while euchromatin may be lost due to hyperfragmentation. Our findings are in line with recent data showing that sonication versus micrococcal nuclease digestion in lamin A/C ChIP identified only partially overlapping lamin A/C-bound genomic regions (Lund et al. 2015).

Furthermore, the location and accessibility of the lamin A/C epitope recognized by the antibodies used for ChIP can ostensibly affect ChIP results. A lamin A/C antibody against the N terminus (N18) favored lamin A/C complexes containing LAP2alpha, while an antibody to lamin A/C's C-terminal Ig fold (3A6) preferentially precipitated heterochromatin-associated lamin A/C not bound by LAP2alpha. As LAP2alpha interacts with the Ig fold of lamin A/C (Dechat et al. 2000), it may compete with binding of the C-terminal antibody 3A6.

Mature lamin A/C in the nuclear interior colocalizes with LAP2alpha (Dechat et al. 2000; Naetar et al. 2008). As euchromatic regions associated with lamin A/C were largely congruent with those bound by LAP2alpha, it is conceivable that euchromatin-associated lamin A/C is predominantly localized in the nuclear interior, whereas heterochromatin-bound lamin A/C is part of the peripheral lamina. Overall, our data are consistent with a model in which lamin A/C, together with lamin B1, provide a stable anchor for heterochromatin at the nuclear lamina (Solovei et al. 2013; Towbin et al. 2013; Amendola and van Steensel 2014; Gruenbaum and Foisner 2015). Lamin A/C binding to euchromatin in the nuclear interior may be more dynamic, providing a flexible chromatin environment allowing efficient response to epigenetic and transcriptional regulators in a context-dependent manner.

In a LAP2alpha-deficient background, lamin A/C relocalizes toward heterochromatic regions. How can LAP2alpha affect lamin A/C-chromatin interactions? Lamin A/C and LAP2alpha complexes in the nuclear interior are highly mobile (Moir et al. 2000; Dechat et al. 2004) and may thus bind chromatin in a dynamic manner, while immobile lamin A/C structures in the absence of LAP2alpha may bind chromatin more stably. Alternatively, LAP2alpha may compete with lamin A/C for binding to the same chromatin regions, ensuring flexibility of chromatin organization.

What are the consequences of altered lamin A/C chromatin interactions in *Tmpo* KO versus WT cells? Interestingly, in euchromatin both repressive and active histone marks were decreased in regions that lost lamin A/C binding and increased in regions that gained lamin A/C, without affecting overall gene expression. Thus, lamin A/C-LAP2alpha complexes may primarily be involved in establishing a chromatin environment permissive for epigenetic regulation, rather than regulating gene expression directly by binding to promoters as suggested for lamin A/C (Lund et al. 2013). In contrast, in heterochromatin epigenetic marks do not change in regions that gain or lose lamin A/C binding in *Tmpo* KO versus WT cells, but loss of lamin A/C binding correlated with increased gene expression, indicating that lamin A/C may serve different functions in euchromatin versus heterochromatin. The open and transcriptionally active environment in euchromatin allows efficient access of chromatin regulators such as epigenetic modifiers, nucleosomal remodeler complexes, and transcriptional regulators. Lamin A/C-LAP2alpha complexes may contribute to this open chromatin state and thereby favor dynamic chromatin regulation. In such a scenario, gene expression changes occur in a context-dependent manner, for instance, during differentiation due to the presence or absence of specific transcription factors. In contrast, heterochromatin is tightly packed and less accessible for regulators. Lamin A/C in the lamina is known to contribute to heterochromatin formation and stable gene repression (Peric-Hupkes et al. 2010; Kind et al. 2013; Solovei et al. 2013; Harr et al. 2015). Therefore, loss of lamin A/C binding in heterochromatic regions may have profound effects on gene expression.

It is also tempting to speculate that an impairment of lamin's chromatin-regulating functions in the diseases linked to *LMNA* mutations (laminopathies) may contribute to the disease phenotype. In line with this hypothesis, expression of a muscle disease-causing lamin mutant in *Caenorhabditis elegans* impairs cell-type–specific reorganization of repetitive DNA arrays during muscle differentiation (Mattout et al. 2011). In addition, expression of progerin, a lamin A mutant causing the premature aging disease, Hutchinson Gilford Progeria Syndrome (HGPS), affects heterochromatin organization (Shumaker et al. 2006; McCord et al. 2013). Interestingly, while mature lamin A is not farnesylated, progerin retains its farnesyl moiety and is tightly bound to the INM at the nuclear periphery similar to lamin B1 (Dechat et al. 2007). We recently showed that expression of progerin causes loss of nucleoplasmic lamin A/C and LAP2alpha, leading to down-regulation of the expression of extracellular matrix components (Vidak et al. 2015).

## Methods

### Cell culture

Immortalized murine dermal *Tmpo* WT and KO fibroblasts (Naetar et al. 2008) were cultured at 37°C, 5% CO_2_ in Dulbecco's modified Eagle's medium (DMEM), supplemented with 10% FCS, 2 mM L-glutamine, 100 U/mL penicillin, 100 µg/mL Streptomycin, 0.1 mM nonessential amino acids.

### Chromatin immunoprecipitation followed by deep sequencing (ChIP-seq)

ChIP was performed as previously described (Hauser et al. 2002) (see also Supplemental Material). Briefly, cells were cross-linked for 10 min with 1% formaldehyde and chromatin prepared by lysis (2× 10 min on ice). Nuclei-containing pellets were resuspended in lysis buffer (50 mM Tris-HCl [pH 8.1], 10 mM EDTA, 1% sodium dodecyl sulfate [SDS], 1 mM PMSF, 1× complete protease inhibitor) and sonicated with a Bioruptor Plus (Diagenode) for 12 or 30 cycles. For histone mark ChIPs, 12 cycles of sonication were applied. Fifty micrograms of chromatin were used for ChIP. Input chromatin was diluted 1:10 in ChIP dilution buffer (16.7 mM Tris-HCl [pH 8.1], 167 mM NaCl, 1.2 mM EDTA, 1.1 % Triton X-100, 0.01% SDS) and incubated with antibodies overnight. Chromatin-antibody complexes were captured with magnetic protein A/G beads and crosslinks were reversed. Eluted DNA was purified with the ChIP DNA Clean & Concentrator kit (Zymo Research).

Sequencing libraries were prepared from DNA fragments ranging from 100 to 800 bp by the Vienna Biocenter CSF NGS unit (www.csf.ac.at) and sequenced either on an Illumina HiSeq 2000 or HiSeq 2500 at the CSF NGS unit. After de-multiplexing, adapters were clipped with cutadapt (Martin 2011). Reads were mapped to the mouse genome (NCBI37/mm9 annotation from July 2007) with Bowtie 2 version 2.1.0 (Langmead and Salzberg 2012) using default parameters. Reads with a mapping quality below 20 were discarded. As suggested by Lund et al. (2014), reads stemming from PCR duplicates were removed and all ChIP read files were down-sampled to match the read count of their respective input sample using Picard (http://broadinstitute.github.io/picard/). Supplemental Table 3 lists the number of sequenced reads and mapped reads after filtering and de-duplication for all samples.

### ChIP-seq data processing

Regions of enrichment (peaks) were identified using EDD version 1.0.2 (Lund et al. 2014) and SICER version 1.1 (Zang et al. 2009). Since EDD's auto parameter estimation was unsuited for our data sets, we used the parameter set “-b 11 –g 5 –fdr 0.1” (bin size 11 kb, gap penalty 5) suggested for lamin A by Lund et al. (2014). Based on visual inspection, these settings yielded the best results for our data. For SICER, we used a window size of 1000 bp, a gap size of 3000 bp, and a false discovery rate of 0.01, to account for the characteristics of lamin and LAP2alpha binding. See Supplemental Material for more details and Table 1 for information on peak number and genome coverage for all ChIP samples.

### RNA sequencing and analysis

Ten micrograms of purified, rRNA-depleted RNA (>200 bp) were fragmented by hydrolysis (40 mM TrisOAc at pH 8.2, 100 mM KOAc, 150 mM MgOAc) at 94°C for 3 min. First-and second-strand cDNA synthesis was performed as described in detail in the Supplemental Material. Sequencing libraries were prepared by the Vienna Biocenter CSF NGS unit using the NEBNext Library Prep Reagent Set for Illumina (NEB), multiplexed (2 samples/lane), and sequenced on HiSeq 2000 (Illumina) at the CSF NGS unit. RNA-seq data analysis was done as described by Anders et al. (2013) and in the Supplemental Material. All significantly up- or down-regulated genes are listed in Supplemental Table 1. Significant changes in expression in Lamin A/C gain, loss, and WT^KO regions were detected by comparing the actual log_2_-fold change to fold changes obtained from 10,000 random permutations of differentially expressed genes (*P* < 0.05).

### Data viewing

ChIP-seq data (peaks and log ratios) were visualized with the Integrative Genomics Viewer (Robinson et al. 2011). Log ratios (base e) between Input and ChIP samples were computed for nonoverlapping 10-kb bins using EDD-tools (https://github.com/CollasLab/edd). Genes shown in the browser view were obtained from the RefSeq data track provided by the UCSC Genome Browser. cLAD, ciLAD, and MEF LAD annotations were downloaded from the GEO database (accession number GSE17051 [Peric-Hupkes et al. 2010] and GSE36132 [Meuleman et al. 2013]).

### Cross-linked immunoprecipitation

Fifty to one hundred micrograms of cross-linked chromatin, diluted 1:10 in ChIP dilution buffer, were incubated with antibodies overnight at 4°C. Antibody-protein complexes were captured with magnetic protein A/G beads, 1/10 of the IP supernatant was put aside for later analysis, beads were washed (see ChIP-seq, Supplemental Material), and antibody-protein complexes were eluted in 1× Laemmli Buffer (Laemmli 1970).

### Coimmunoprecipitation of lamin A/C and LAP2alpha

Two times 10^7^ *Tmpo* WT imMDFs were harvested in 3 mL IP buffer (20 mM Tris-HCl [pH 7.5], 150 mM NaCl, 2 mM EGTA, 2 mM MgCl_2_, 1 mM DTT, 0.5% NP-40, 1 U/mL Benzonase [Novagen], 1 mM PMSF, 1× complete protease inhibitor) and incubated on ice for 10 min. One-twentieth of the lysate was kept as “Input.” One-third of the soluble supernatant fraction was incubated with antibodies overnight at 4°C. Antibody-protein complexes were captured with magnetic protein A/G beads, 1/10 of the IP supernatant was put aside, beads were washed twice with IP buffer (w/o Benzonase) and IP samples eluted in 1× Laemmli buffer.

### Western blot analysis

Polyacrylamide gel electrophoresis was performed according to Laemmli (1970). After blotting onto nitrocellulose (Amersham), membranes were blocked with 5% BSA or Odyssey Blocking Buffer (Licor), incubated overnight with primary antibody and for 1 h with secondary antibodies.

### Immunofluorescence

One to two times 10^5^ cells on coverslips were washed once with PBS++ (1 mM CaCl_2_ and 0.5 mM MgCl_2_), fixed for 10 min with 4% formaldehyde/PBS, permeabilized with 50 mM NH_4_Cl and 0.5% Triton X-100/PBS for 10 min, and blocked with 0.5% gelatine/PBS for 15 min. Primary and secondary antibody dilutions were prepared in 0.5% gelatine/PBS and applied for 1 h at room temperature.

Samples were imaged using a Zeiss LSM 700 with a Zeiss Plan-Apochromat 63×/1.4 oil DIC objective and processed with ImageJ and Photoshop CS4.

### Antibodies

Lamin A/C (3A6-4C11, Active Motif 39287, hybridoma supernatant, 100 µL for ChIP and Co-IP, 1:500 for WB, 1:100 for IF); lamin A/C (N18, Santa Cruz sc-6215, 10 µg for ChIP and Co-IP, 1:100 for WB, 1:50 for IF); lamin B1 (Proteintech 12987-1-AP, 3 µg for ChIP, 1:1000 for WB, 1:1000 for IF); mouse LAP2alpha (MFPL Monoclonal Antibody Facility, 8C10-1H11, hybridoma supernatant, 50 µL for ChIP and Co-IP, 1:500 for WB, 1:50 for IF; [specificity validated in Supplemental Fig. 3]); LAP2alpha (245.2, Abcam ab5162, 1:1000 for IF); H3K9me3 (Abcam ab8898, 3 µg for ChIP); H3K4me3 (Millipore 07-473, 3 µg for ChIP); H3K9ac (Millipore 06-942, 3 µg for ChIP); H3K27me3 (Millipore 07-449, 3 µg for ChIP); mouse normal IgG (Millipore 12-371, 10 µg for ChIP); rabbit normal IgG (Abcam ab46540, 10 µg for Co-IP).

Secondary antibodies for WB: Licor IRDye 680RD donkey anti-mouse, 680RD donkey anti-rabbit, 800CW donkey anti-rabbit, 800CW donkey anti-goat; all 1:15000.

Secondary antibodies for IF: DyLight donkey anti-mouse 594, donkey anti-rabbit 594, goat anti-mouse 488, goat anti-rabbit 488, donkey anti-goat 549; all 1:500.

## Data access

The data from this study have been submitted to the NCBI Gene Expression Omnibus (Edgar et al. 2002) (GEO; http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE70149.

## Supplementary Material

Supplemental Material

# Supplementary material for: A-type lamins bind both hetero- and euchromatin, the latter being regulated by lamina-associated polypeptide 2 alpha
**Source:** Genome Res. 2016 Apr;26(4):462–73. doi: 10.1101/gr.196220.115
**Supplement:** Supplemental Material

A-type lamins bind both hetero- and euchromatin, the latter being regulated by lamina-associated polypeptide 2 alpha — A-type lamins bind both hetero- and euchromatin, the latter being regulated by lamina-associated polypeptide 2 alpha — Supplemental Material 

# A-type lamins bind both hetero- and euchromatin, the latter being regulated by lamina-associated polypeptide 2 alpha

## Supplemental Material

**Files in this Data Supplement:**

- Supplemental Figures and Legends.pdf
- Supplemental Material.pdf
- Supplemental Table 1.xlsx
- Supplemental Table 2.xlsx
- Supplemental Table 3.xlx

# Supplementary material for: A-type lamins bind both hetero- and euchromatin, the latter being regulated by lamina-associated polypeptide 2 alpha
**Source:** Genome Res. 2016 Apr;26(4):462–73. doi: 10.1101/gr.196220.115
**Supplement:** Supplemental Material

## **Supplemental Material**

### **Supplemental Methods**

#### **ChIP-seq, ChIP-qPCR and sequential ChIP-qPCR (ReChIP-qPCR)**

For ChIP, asynchronously growing *Lap2alpha* WT and *Lap2alpha* KO imMDFs were washed twice with ice-cold phosphate-buffered saline (PBS++, supplemented with 1 mM Ca<sup>2+</sup>, 0.5 mM Mg<sup>2+</sup>) and cross-linked in 1% formaldehyde / PBS++ for 10 min at room temperature. Cross-linking was stopped by the addition of glycine to a final concentration of 125 mM. Cells were washed twice with ice-cold PBS++ and scraped into ice-cold PBS++ containing 1 mM phenylmethylsulfonyl fluoride (PMSF) and 1x complete protease inhibitor, EDTA-free (Roche, Ref.no: 05056489001). After centrifugation at 2000 x g for 5 min at 4 °C, the cell pellet was resuspended in wash buffer I (10 mM HEPES [pH 7.5], 0.25% Triton X-100, 10 mM EDTA, 0.5 mM EGTA, 1 mM PMSF, 1x complete protease inhibitor), incubated on ice for 10 min, and centrifuged. Washing and incubation was repeated with wash buffer II (10 mM HEPES [pH 7.5]), 0.2 M NaCl, 1 mM EDTA, 0.5 mM EGTA, 1 mM PMSF, 1x complete protease inhibitor). Following centrifugation, nuclei-containing pellets were resuspended in lysis buffer (50 mM Tris-HCl [pH 8.1], 10 mM EDTA, 1% sodium dodecyl sulfate [SDS], 1 mM PMSF, 1x complete protease inhibitor) and sonicated with a Bioruptor® Plus (Diagenode) for 12 or 30 cycles (30 sec ON/OFF, on “HIGH” setting, 4 °C) with water exchange every 3-5 cycles. For histone mark ChIPs 12 cycles of sonication were applied. The sheared chromatin was cleared twice by centrifugation at 14,000 x g for 10 min at 8 °C. Chromatin in the supernatant is referred to as input. 50 µg of chromatin (derived from approximately 5x10<sup>6</sup> cells) were used for ChIP. Input chromatin was diluted 1:10 in ChIP dilution buffer (16.7 mM Tris-HCl [pH 8.1], 167 mM NaCl, 1.2 mM EDTA, 1.1 % Triton X-100, 0.01%

SDS), antibodies were added and incubated over night on a rotary shaker at 4 °C. For harvesting chromatin- antibody complexes, 30 µl of magnetic protein A/G beads (Pierce, #88803) were washed twice in ChIP dilution buffer, resuspended in the original volume and added to the ChIP samples for 4-5 hours (rotary shaker, 4 °C).

The magnetic beads were collected with a magnetic rack and washed once each with RIPA buffer (50 mM Tris-HCl [pH 8.0], 150 mM NaCl, 0.1% SDS, 0.5% sodium deoxycholate, 1% NP-40), High Salt buffer (50 mM Tris [pH 8.0], 500 mM NaCl, 0.1% SDS, 1% NP-40), LiCl buffer (50 mM Tris [pH 8.0], 25 mM LiCl, 0.5% sodium deoxycholate, 1% NP-40), and two times with TE buffer (10 mM Tris [pH 8.0], 1 mM EDTA). Chromatin antibody complexes were eluted from the magnetic protein A/G beads by addition of 200 µl 2% SDS, 0.1 M NaHCO<sub>3</sub>, and 10 mM dithiothreitol to the pellet. Cross-links were reversed by addition of 0.05 volume of 4 M NaCl and incubation of the eluted samples for 6 h to over night at 65°C. After addition of 0.025 volume of 0.5 M EDTA and 0.05 volume of 1 M Tris-HCl (pH 6.5), proteinase K (4 µg; Ambion, Cat.No. AM2546) digestion was performed for 1 h at 55°C.

Eluted DNA was purified with the ‘ChIP DNA Clean & Concentrator™’ kit (Zymoresearch, Cat.No. D5205) according to the manufacturers’ protocol.

For ChIP-seq the sequencing libraries were prepared from DNA fragments ranging from 100 – 800 bp by the Vienna Biocenter CSF NGS unit ([www.csf.ac.at](http://www.csf.ac.at)) using the NEBNext Library Prep Reagent Set for Illumina according to the manufacturer’s instructions (NEB; Cat.No. E6000S) and sequenced either on an Illumina HiSeq 2000 or HiSeq 2500 at the CSF NGS unit.

For ChIP-qPCR cells were harvested, obtained chromatin was processed and ChIPs were performed as described. ReChIP-qPCR was performed according to (Truax and

Greer 2012) as follows: 100 µg of chromatin were used for the first ChIP. After the first ChIP with lamin A/C antibodies the magnetic protein A/G beads were washed three times with ReChIP wash buffer (50 mM Tris [pH 8.0], 500 mM NaCl, 0.1% SDS, 1% NP-40, 2 mM EDTA), chromatin-antibody complexes were eluted in ReChIP elution buffer (10 mM Tris [pH 8.0], 2% SDS, 15 mM DTT) at 37°C for 30 min and subsequently diluted 1/20 in ChIP dilution buffer (16.7 mM Tris-HCl [pH 8.1], 167 mM NaCl, 1.2 mM EDTA, 1.1 % Triton X-100, 0.01% SDS). LAP2alpha antibody was added and incubated over night on a rotary shaker at 4 °C. Second round chromatin-antibody complexes were captured, washed and eluted and DNA was purified as for ChIP-seq. Purified DNA was used for quantitative PCR using KAPA SYBR FAST Universal 2x qPCR master mix (Peqlab, 07-KK4600-01) and results were calculated as % of Input.

### **ChIP-seq data analysis**

To quantify the degree of overlap between EDD peaks of two ChIP samples (A and B) we counted the number of base pairs covered by peaks in only the first (A only), only the second (B only) or both samples (A and B) using BEDTools (Quinlan and Hall 2010). The resulting numbers were visualized in Venn diagrams. To compare the lamin A/C, LAP2alpha and lamin B1 regions to published LAD annotations we computed for each set of EDD peaks the percentage of base pairs that overlap with ciLADs and MEF LADs obtained from the GEO database (see Data viewing). In contrast to lamin and LAP2alpha data presented here, ciLADs and MEF LADs are based on peaks called with a two-state HMM from DamID tiling arrays. However, the large overlap between MEF LADs and our lamin B1 data shows, that overall both protocols produce comparable results. Similar to (Gel et al. 2015), the statistical

significance of an overlap was assessed by comparing to a null distribution of overlaps obtained from 10,000 random permutations. For all random permutation tests, we excluded all “gap” regions on the genome (retrieved from UCSC Genome Browser). Genes per megabase were computed individually for each peak. Only genes that overlap by at least 50% with a peak were considered. The final number of overlapping genes for each peak was then normalized to its length. P-values were computed using the Wilcoxon Rank Sum Test.

Peaks detected by SICER are much shorter than typical lamin and LAP2alpha binding domains (Lund et al. 2014). Thus, regions of enrichment are covered by a high number of short peaks instead of one long peak. Since the exact position of these short peaks within an enriched region can vary between samples, simple overlaps are not suitable to quantify similarity in SICER peak coverage between lamin and LAP2alpha samples. Therefore, we divided the genome into non-overlapping 1 Mb bins and used the number of SICER peaks per bin to measure the similarity between samples. To this end, each bin  $b$  is represented by two peak counts  $(x_b, y_b)$ , where  $x_b$  and  $y_b$  represent the number of SICER peaks in sample A and B, respectively. For all bins the peak counts were illustrated in a scatter-plot. Finally, we computed the Pearson Correlation coefficient between the peak counts per bin in sample A and sample B, and used this as a measure of similarity of SICER peak coverage.

### **Histone mark abundance**

To determine histone mark abundance on promoters, we defined promoters as regions in the genome that extend from 2,200 bp upstream to 500 bp downstream of transcription start sites (TSS), similar to Lund et al. (Lund et al. 2013). For each gene we counted the number of histone ChIP and the number of input reads that mapped to

its promoter region. After normalizing the read counts by the total library size, we computed the log ratio of the normalized ChIP count and the normalized input count. The same approach was used to measure histone mark abundance in lamin A/C and LAP2alpha binding regions. Instead of individual promoter regions, we used all regions covered by EDD peaks in a sample to compute log ratios. In addition, we computed the log ratio separately for regions that gained, lost or maintained lamin A/C or LAP2alpha binding in *Lap2alpha* KO cells. For data in Figure 1E in main manuscript, the significance of differences in histone mark enrichment between 12 and 30 cycle samples was assessed using the Wilcoxon Rank Sum Test. For data in Figure 4B and Supplemental Figure 6 in main manuscript, the significance of differences in histone mark enrichment changes was assessed by random permutation testing (n = 10,000).

### **RNA sequencing and analysis**

10 µg of purified total RNA (>200 bp) were depleted of rRNA and fragmented by hydrolysis (40 mM TrisOAc at pH 8.2, 100 mM KOAc, 150 mM MgOAc) at 94°C for 3 min. First-strand cDNA synthesis was carried out using the SuperScript III Reverse Transcriptase kit (Invitrogen) with random hexamers priming (Applied Biosystems) in the presence of actinomycin D (5 ng/µl). Second-strand cDNA was synthesized using DNA Pol I, DNA ligase (Invitrogen), and RNase H (NEB) with random hexamers (Applied Biosystems) in the presence of dUTP. The sequencing libraries were prepared by the Vienna Biocenter CSF NGS unit using the NEBNext Library Prep Reagent Set for Illumina (NEB), multiplexed (2 samples/lane), and sequenced on HiSeq 2000 (Illumina) at the CSF NGS unit. RNA-seq data analysis was done as described by Anders et al. (Anders et al. 2013). Briefly, after adapter

removal using cutadapt (Martin 2011), reads were mapped to the mouse genome (NCBI37/mm9 annotation from July 2007) using TopHat2 (Kim et al. 2013) version 2.0.9 and RefSeq gene annotations retrieved from the UCSC Genome Browser. Htseq-count (Anders et al. 2015) was used to create a count table taking into account only reads with a mapping quality larger than 20. All annotated transcripts that show at least one mapped read per one million sequenced reads (counts per million) in both replicates were tested for differential expression using edgeR (Robinson et al. 2010) and a false discovery rate (FDR) cutoff of 0.05. All significantly up- or down-regulated genes are listed in Supplemental Table 1. Significant changes in expression in Lamin A/C gain, loss and WT^KO regions were detected by comparing the actual log2 fold change to fold changes obtained from 10,000 random permutations of differentially expressed genes. ( $p < 0.05$ ).

## References

- Anders S, McCarthy DJ, Chen Y, Okoniewski M, Smyth GK, Huber W, Robinson MD. 2013. Count-based differential expression analysis of RNA sequencing data using R and Bioconductor. *Nat Protoc* **8**: 1765-1786.
- Anders S, Pyl PT, Huber W. 2015. HTSeq--a Python framework to work with high-throughput sequencing data. *Bioinformatics* **31**: 166-169.
- Gel B, Diez-Villanueva A, Serra E, Buschbeck M, Peinado MA, Malinverni R. 2015. regioneR: an R/Bioconductor package for the association analysis of genomic regions based on permutation tests. *Bioinformatics* doi:10.1093/bioinformatics/btv562.
- Kim D, Pertea G, Trapnell C, Pimentel H, Kelley R, Salzberg SL. 2013. TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. *Genome Biol* **14**: R36.
- Lund E, Oldenburg AR, Collas P. 2014. Enriched domain detector: a program for detection of wide genomic enrichment domains robust against local variations. *Nucleic Acids Res* **42**: e92.
- Lund E, Oldenburg AR, Delbarre E, Freberg CT, Duband-Goulet I, Eskeland R, Buendia B, Collas P. 2013. Lamin A/C-promoter interactions specify chromatin state-dependent transcription outcomes. *Genome Res* **23**: 1580-1589.
- Martin M. 2011. Cutadapt removes adapter sequences from high-throughput sequencing reads. *EMBnetjournal* **17**.
- Quinlan AR, Hall IM. 2010. BEDTools: a flexible suite of utilities for comparing genomic features. *Bioinformatics* **26**: 841-842.
- Robinson MD, McCarthy DJ, Smyth GK. 2010. edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. *Bioinformatics* **26**: 139-140.
- Truax AD, Greer SF. 2012. ChIP and Re-ChIP assays: investigating interactions between regulatory proteins, histone modifications, and the DNA sequences to which they bind. *Methods Mol Biol* **809**: 175-188.

**Supplemental Table 4. Primers used for (Re)ChIP-qPCR**

| # | Type of region                                | Genomic location         |      | Primer sequence (5' to 3') | Annealing Temperature |
|---|-----------------------------------------------|--------------------------|------|----------------------------|-----------------------|
| 1 | Intergenic LAD                                | chr4:121406388-121406519 | forw | CACCTCCATTGGATTTTGCT       | 64 °C                 |
|   |                                               |                          | rev  | GCAATGCAAAAGCTGACAAA       |                       |
| 2 | Intergenic LAD                                | chr4:121766869-121766966 | forw | CTGAGGCCATCTCTGCTAGG       | 64 °C                 |
|   |                                               |                          | rev  | AGAAGGCAGCCCTTTGTCTT       |                       |
| 3 | Intergenic LAD                                | chr7:55155343-55155441   | forw | AAGGAGGGACCCTGAGAGAA       | 64 °C                 |
|   |                                               |                          | rev  | GGAAGACAGATGCTGGAGAGC      |                       |
| 4 | intragenic nonLAD ( <i>Chst8</i> gene, exon2) | chr7:35531566-35531649   | forw | TGCGTTTCTTCCTGTCCTCT       | 62 °C                 |
|   |                                               |                          | rev  | GCAAACCTGGAGCTCTGAACC      |                       |
| 5 | intragenic nonLAD ( <i>Odz4</i> gene, exon5)  | chr7:103774934-103775013 | forw | GTCATCTGCTGCACTTTGGA       | 64 °C                 |
|   |                                               |                          | rev  | AGTTTTCACACAGCCATCC        |                       |
| 6 | intragenic nonLAD                             | chr7:152125670-152125820 | forw | CCGGCTTTGATCTCTGCTTA       | 62 °C                 |
|   |                                               |                          | rev  | CGCTGTACTGCCGGTCTC         |                       |

How the deposited data were processed for this re-analysis (not part of the article)

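Gene expression was measured by RNA sequencing in immortalized mouse dermal fibroblasts, 2 libraries of *Tmpo* WT and 2 of *Tmpo* KO, with 1 library per genotype at passage 34 (replicate 1) and 1 at passage 42 (replicate 2). The sample labels gave the genotype, passage and replicate of each library. The sources name 1 line per genotype, so genotype and line are confounded, and they do not say that the replicates are separate cultures beyond their passages. The ChIP sequencing, imaging and protein experiments of the paper were not analysed here.

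The deposited files hold raw counts, which the authors made by removing adapters with cutadapt, mapping to NCBI37/mm9 with TopHat2 version 2.0.9 and counting reads with a mapping quality above 20 with htseq-count over RefSeq transcripts of the UCSC Genome Browser. The versions of the other tools and the strand setting of htseq-count are not given in the sources used here. Each of the 32757 transcript IDs is a feature of its own in these counts, so reads in exons shared by the transcripts of a gene went to the ambiguous reads. The files also give reads that belong to no transcript, which stayed out of library sizes and tests. Reads in no feature were 49.9% of all reads in the file in WT and 54.3% in KO at passage 34, and 56.5% and 54.3% at passage 42, and ambiguous reads were 13.4%, 12.4%, 12.1% and 12.6% in the same order. All reads in the file numbered 33149637, 47369332, 49944786 and 59270893. The transcript with the most reads took between 1.55% and 2.41% of those given to transcripts, and the 10 most abundant took between 8.44% and 9.92%. TMM factors were between 0.979 and 1.03.

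Gene symbols were matched to 32314 of the IDs through a table of RefSeq genes of GRCm38.p6, used for names only, and positions of 29934 IDs came from an annotation of NCBIM37, the build of the authors' mapping. Changed transcripts were called with edgeR 4.0.16 in R 4.3.3 (TMM normalization, dispersion trend, quasi-likelihood F-test, Benjamini-Hochberg adjusted p under 0.05) among transcripts with at least 1 CPM in both replicates of at least 1 genotype. Standard errors were taken from the fold change and the square root of the test statistic. Differences within a passage, with 1 library per genotype, are log2 CPM differences with a prior count of 2 and have no test of their own. Where the text compares their signs between passages, 0.5 was added to each count instead. The passages were compared in a fit with genotype as a block. With 2 libraries against 2, an exact permutation test of a single value gives no two-sided p under 0.333, so the p-values rest on the spread that edgeR shares among transcripts, and no other splits of the libraries were counted. Gene lists were tested with camera in limma 3.58.1, with a preset correlation of 0.01 and with an estimated one, and with fry. Chromosomes and pairs of neighbouring genes were tested with 10000 permutations, and the transcripts of Supplemental Table 2 were set against the others of Supplemental Table 1 with a permutation test of 100000 draws and Fisher's exact test. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 was used for annotation, tables and plots.

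The design, the 28 gene lists and the rule for named genes were written before the data were examined, but with the values of Supplemental Table 1 in view. Of the 988 names on the lists, which give the histones under older and current names, 984 were matched to a gene. Named are the genes the paper names, the 8 transcripts with the largest increase and the 8 with the largest decrease among those called with both KO libraries beyond both WT libraries and a mean of at least 50 counts, and in each list up to 4 members with the smallest p and the members in Supplemental Table 1. Other genes are named only where the text says that they were chosen after their values were seen.

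The alternatives were RLE size factors, library totals alone, DESeq2 1.42.0, edgeR's exact and likelihood ratio tests, no filter on low counts, 3 other filters, counts summed per gene symbol, a prior count of 0.5, a block for the replicate number and each library left out in turn. A fit without chromosomes 12 and 18 and an exact test on another filter were added after the data were seen. The latter came from a search guided by the number of tests that Supplemental Table 1 implies, with 37 fits compared with that table in all. The procedure was tested on counts drawn for the real transcripts and library sizes, with 200 transcripts changed 2-fold or 4-fold. The number of simulated sets was raised from 1 to 10 after 2 single sets had given different shares of false calls, and both are among the 10. No simulated call had the wrong sign.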

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

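The tests of a difference in chromosome number and of a few strongly changed transcripts were chosen only after the result was seen, and so was the limit of 0.2 on a chromosome's median; the test on matched abundance, length and GC content was written before its result was seen.

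The paper does not report expression by chromosome. The median log2 fold change, *Tmpo* KO against WT, of the tested transcripts of chromosome 12 was 0.45 (424 transcripts, 88.9% of them above 0), of chromosome 18 it was 0.35 (368 transcripts, 87.5% above 0) and of chromosome 13 it was −0.22 (535 transcripts, 26.5% above 0). Each had a permutation p of 0.0001, the smallest that 10000 permutations of transcripts over chromosomes can give (adjusted p = 0.000154 over 20 chromosomes). The permutation takes transcripts as independent and compares these 4 libraries, not further lines. Another 12 chromosomes also had an adjusted p under 0.05, with medians between −0.17 and 0.17, and chromosomes 12, 13 and 18 were singled out because their medians lie beyond 0.2. On chromosome 12 the difference was 0.32 at passage 34 and 0.55 at passage 42, on chromosome 18 it was 0.32 and 0.41, and on chromosome 13 it was −0.24 and −0.20. On chromosome 12, 18 transcripts were called higher and 3 lower, on chromosome 18 13 and 1, and on chromosome 13 5 and 10.

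For chromosomes 12 and 18, a few strongly changed transcripts are argued against as the whole cause, since at least 87.5% of the tested transcripts were above 0 on each. Abundance, length and GC content are argued against as well: over 10000 sets of transcripts of other chromosomes matched on all 3, the highest median was 0.0749, with 95.0% and 95.1% of the transcripts covered. A difference in chromosome number between the lines may account for it and stays open: the median was above 0 in every eighth of both chromosomes at both passages, with 0.18 as the lowest, but DNA copy number was not analysed here and the pattern was known before the test was chosen. An effect of the loss of LAP2alpha on these chromosomes stays open too and was not tested, because each genotype is 1 line.

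Of the 227 transcripts named by the rule, 12 had differences between KO and WT of opposite sign at passages 34 and 42, and in 4 both differences were larger than 2 standard errors of counting, with 0.5 added to each count. With 1 library per genotype and passage, the difference between the passages was not tested, and counting error is smaller than the biological coefficient of variation of 21.8%. *Tyr*, tyrosinase, had a log2 difference of 0.61 at passage 34 and −0.23 at passage 42. *Fabp4*, a fatty acid-binding protein of adipocytes, had −0.95 and 0.51. *Slc2a4*, the insulin-responsive glucose transporter, had 0.68 and −1.25. *Dpt*, the matrix protein dermatopontin, had −2.08 and 0.22.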

How the results depend on the processing

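The exact test at 1 CPM of all reads in the file in any 2 libraries, and the fit without chromosomes 12 and 18 or transcripts of unknown position, were chosen only after the data were seen; the other alternatives were planned.

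No called value changed direction under any alternative. Outside the fits that leave out a library, the 227 named transcripts kept their side of the threshold in 2467 cases, gained a call in 367 and lost one in 29, and the lists did so in 334, 11 and 3; without 1 library these numbers were 699, 85 and 124 for transcripts and 101, 3 and 4 for lists. Values that were not called changed sign for lists in 22 cases, and without 1 library in 17 for lists and 11 for transcripts. The planned counts of changed transcripts that stayed within 1.5 times of 381 were 423 with RLE size factors, 393 with library totals alone, 543 with DESeq2, 380 with 1 CPM in any 2 libraries, 315 with 1 CPM in all 4, 364 with 10 counts in all 4 and 365 with counts summed per gene, and the fit without chromosomes 12 and 18 gave 317. The cause was not tested for the counts that moved further, which follow, nor for the correlations that close the paragraph. With DESeq2, 265 transcripts were lower in KO and 48 differed between the passages. edgeR's exact test called 628 (345 higher, 283 lower, 569 of Supplemental Table 1, 222 of Supplemental Table 2) and 4 between the passages, where by its construction it has no term for genotype. The likelihood ratio test called 638 (349 higher, 289 lower, 573 of Supplemental Table 1, 223 of Supplemental Table 2) and 189 between the passages. Without a filter beyond 1 count, 740 were called (406 higher, 334 lower, 582 of Supplemental Table 1, 231 of Supplemental Table 2) and 11 lists passed. The quasi-likelihood adjusted p of *Tmpo* was 2.99e-78 there, against 1.26e-06 in the fit that called 381 and 3.28e-72 with the likelihood ratio test. The p-values without a filter are therefore on another scale, and the 740 calls are not a sign of robustness. With 1 CPM in all 4 libraries, 145 differed between the passages. The added exact test called 616 (341 higher, 275 lower), with all 616 of Supplemental Table 1 and all 239 of Supplemental Table 2. With 10 counts in all 4 libraries, the correlation across transcripts of the differences at the 2 passages was 0.443 (Pearson) and 0.277 (Spearman), against 0.485 and 0.326.

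Without 1 library at a time, the number called ranged from 109 (without WT replicate 2) to 1291 (without KO replicate 2), the higher from 47 to 626, the lower from 62 to 665, those of Supplemental Table 1 from 107 to 515 and those of Supplemental Table 2 from 43 to 200. These fits leave 1 library in an arm, which is assumed to vary like the other genotype, so a larger number called is not a sign of robustness. Of the 381 transcripts, 163 and 103 were called without WT replicate 1 and 2, and 374 and 373 without KO replicate 1 and 2. The passage comparison has no residual degrees of freedom without a library and was not run. *Tmpo* has no value with 1 CPM or 10 counts required in all 4 libraries, and *Crabp1* has none with 1 CPM in all 4.

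With the replicate number as a block, 1092 transcripts were called (563 higher, 529 lower, all 616 of Supplemental Table 1 and all 239 of Supplemental Table 2), including all 381, with 104 neighbouring pairs. The adjusted p of *Tmpo* was 3.8e-94 in this fit, against 1.26e-06 without the block, so these calls are not a sign of robustness. On the filter of the added exact test, which leaves 10492 transcripts, the block gave 531 or 537 calls with the quasi-likelihood test (487 or 491 of Supplemental Table 1) and 917 with the likelihood ratio test (613 or 609). With the block on all tested transcripts, *Xist* and *Tsix* also passed camera (adjusted p = 0.0134). The deviations from the genotype means of same-numbered libraries had a correlation of 0.175, but with 2 pairs and no source for a pairing the libraries share only a number, which is also the passage.

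In 10 sets of counts simulated at this depth and number of libraries, neither of which was varied, the quasi-likelihood test recovered 88.4% of the transcripts changed 4-fold and 24.6% of those changed 2-fold. Of its 1224 calls, 8.42% were false, between 3% and 13.3% per set and above the nominal FDR in 6 of the 10 sets. The share was 11.8% with the exact test, 12.3% with the likelihood ratio test and 8.56% with DESeq2.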

Differences from the paper's values

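The exact test at 1 CPM of all reads in the file in any 2 libraries and the fit without chromosomes 12 and 18 were chosen only after the values were seen; the other alternatives named here were set before the data were examined.

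The paper reports 616 differentially expressed genes between *Tmpo* KO and WT imMDFs, and 381 transcripts were called here with edgeR's quasi-likelihood test. Both counts are at an FDR of 0.05; the paper's limit is 1 CPM of the sequenced reads in both replicates, and the limit here is 1 CPM of the reads given to transcripts in both replicates of at least 1 genotype. Among the alternatives, RLE size factors (423), DESeq2 (543), edgeR's exact test (628), its likelihood ratio test (638), no filter on low counts (740) and leaving out KO replicate 1 (842) came within 1.5 times of the paper's value. Library totals alone (393), 1 CPM in any 2 libraries (380), 1 CPM in all 4 (315), 10 counts in all 4 (364), counts summed per gene (365), the replicate block and leaving out WT replicate 1 (175), WT replicate 2 (109) or KO replicate 2 (1291) did not.

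The paper reports 341 up-regulated genes, and 209 transcripts were higher here. DESeq2 (278), the exact test (345), the likelihood ratio test (349) and no filter (406) came within 1.5 times, and the other alternatives set before the data were examined did not. The paper reports 275 down-regulated genes, and 172 transcripts were lower here. RLE size factors (198), DESeq2 (265), the exact test (283), the likelihood ratio test (289), no filter (334) and leaving out KO replicate 1 (327) came within 1.5 times, and the other alternatives set before the data were examined did not. The exact test on the filter chosen after the values were seen gave 341 and 275, and the fit without chromosomes 12 and 18, also chosen after, gave 164 and 153.

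All 616 transcripts of Supplemental Table 1 were tested here with the same sign of fold change (Pearson correlation across transcripts, which are not independent replicates, 0.99999), and 361 were called; the other 255 all had an unadjusted p under 0.05 and an adjusted p up to 0.187. Transcripts of the table that were not called here were called with RLE size factors (403 of the table called in all), library totals alone (373), DESeq2 (522), the exact test (569), the likelihood ratio test (573), no filter (582), 1 CPM in any 2 libraries (366), 10 counts in all 4 (362), the replicate block, and without WT replicate 1 (168), WT replicate 2 (107), KO replicate 1 (502) or KO replicate 2 (515). The table's adjusted and unadjusted p-values imply 10491 tests. After the values had been seen, and with 17 fits already compared with the table, 28 filters were counted and 20 combinations of library size, dispersion, test and block were run on the filter nearest to that number, 1 CPM of all reads in the file in any 2 libraries, which leaves 10492 transcripts. Of the 20 combinations, 2 gave 616, both edgeR's exact test with tagwise dispersion, with 341 higher and all 616 of the table called, so none of the paper's calls was dropped; their log2 fold changes differed from the table's by at most 8.99e-05 and their log10 p-values by at most 0.0508. The other combinations called between 406 and 917.

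Fig. 4D shows *Klf15* as lower in KO. The log2 fold change of Klf15 (NM_023184) was −1.74 here, of the same sign, with an adjusted p of 0.132, and it did not pass the test. With 1 library left out, its log2 fold change ran from −3.15 (without KO replicate 2) to −1.08 (without KO replicate 1). *Klf15* passed with the exact test, the likelihood ratio test, DESeq2, no filter and the replicate block. It also passed with the exact test on the filter chosen after seeing the values (adjusted p = 0.0163). The fits with no filter and with the block gave far smaller p-values for *Tmpo* too, so passing there adds little. The other genes of that figure, *Crabp1* and *Nrk*, higher, and *Bace2*, lower, passed the test in the direction the paper shows.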

Other observations

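The test of leukocytes was chosen in its present form, and the measure for a change at passage 42 alone was set, only after the result was seen; so was the test on pseudogenes of ribosomal protein genes with like numbers of them, whose limit was lowered from the highest to the median number after the highest had left 1 gene. The other tests on ribosomal protein genes were written before. The lists were written with Supplemental Table 1 in view, so their tests are not independent evidence of a direction.

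Markers of tendon and cartilage changed in both directions in *Tmpo* KO. Of 12 measured tendon and cartilage genes, 1 was higher and 3 were lower (1 and 4 when adjusted over the list alone; adjusted p = 0.00928 from camera, and adjusted p = 0.582 with an estimated correlation). The tendon transcription factor *Mkx* had a log2 fold change of 2.79 (standard error 0.367, adjusted p = 0.00238 from edgeR's quasi-likelihood test), while the tendon membrane protein *Tnmd* had −3.50 (standard error 0.535, adjusted p = 0.0051), the cartilage collagen *Col2a1* −4.73 and the cartilage regulator *Sox9* −1.41. *Col2a1* rests on 30 and 59 counts in WT and 0 and 4 in KO. The camera call was lost with 1 CPM in all 4 libraries (adjusted p = 0.284), 10 counts in all 4 (0.233), the exact test on the filter chosen after the data were seen (0.229) and without KO replicate 2 (0.179). Of 47 measured patterning transcription factors outside the Hox clusters, 7 were higher and 3 lower (8 and 4 when adjusted over the list alone; camera adjusted p = 0.0567), with *Runx3* at 2.48, *Shox2* at 1.50, *Gata6* at −2.40 and *Emx2* at −1.54. Of 15 measured fibroblast markers, the surface protein gene *Thy1* was higher, at 1.80, and the others did not pass (1 higher when adjusted over the list alone; camera adjusted p = 0.905). Of 11 measured smooth muscle and pericyte markers, *Cspg4* was higher (2.47) and *Notch3* lower (−1.23), with 2 and 2 when adjusted over the list alone (camera adjusted p = 0.744), and of 11 endothelial markers *Ecscr* was higher (1.84), with 2 when adjusted over the list alone and 2 called by each of the exact test, the likelihood ratio test and DESeq2 (camera adjusted p = 0.0865). Without WT replicate 2 the calls of *Mkx*, *Sox9*, *Col2a1*, *Shox2*, *Thy1* and *Cspg4* were lost, without WT replicate 1 that of *Tnmd*, and without either those of *Emx2*, *Notch3* and *Ecscr*. *Runx3*, *Shox2*, *Gata6*, *Notch3* and *Ecscr* overlap a gene of the other strand.

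Of 62 measured matrix and matrix-remodelling genes, 7 were higher and 8 lower (15 and 13 when adjusted over the list alone; camera adjusted p = 0.875), with the stromelysin *Mmp3* at 3.56, the fibrillin *Fbn2* at 3.19, the gelatinases *Mmp2* and *Mmp9* at −1.65 and −2.11 and thrombospondin *Thbs2* at −1.61. Of 41 collagens, 2 were higher and 3 lower (6 and 5 when adjusted over the list alone; camera adjusted p = 0.905), with *Col27a1* at 1.86, *Col7a1*, of anchoring fibrils, at 1.21, *Col6a5* at −2.16 and *Col23a1* at −1.97; the exact and likelihood ratio tests called 9 collagens each and DESeq2 8. Of 26 chemokines and inflammatory mediators, 4 were higher and 5 lower (4 and 8 when adjusted over the list alone; camera adjusted p = 0.0865). The chemokines *Ccl5* (2.44) and *Cxcl10* (2.18), the cyclooxygenase *Ptgs2* (2.27) and the interleukin 33 receptor *Il1rl1* (2.61) rose and the chemokine *Cxcl5* fell (−1.32). Of 58 genes of TGF-beta, BMP and Wnt signalling, 6 were higher and 5 lower (13 and 8 when adjusted over the list alone; camera adjusted p = 0.535), with the BMP antagonists *Grem1* at 1.39 and *Chrdl1* at −3.09, the Wnt modulators *Dkk2* at 2.14, *Rspo2* at −2.20 and *Sfrp4* at −2.52 and *Tgfb1* at 1.64; the exact and likelihood ratio tests called 18 of them each. Of 28 imprinted genes, 2 were higher, *Grb10* (1.70) and *H19* (1.98), and *Peg3* was lower (3 and 2 when adjusted over the list alone; camera adjusted p = 0.744), and the other 3 tools called 5 each. The calls of *Fbn2*, *Mmp9*, *Col27a1*, *Col23a1*, *Ccl5*, *Il1rl1*, *Grem1*, *Chrdl1*, *Dkk2*, *Grb10* and *H19* were lost without WT replicate 2, those of *Mmp2* and *Ccl5* without WT replicate 1, and those of *Col7a1*, *Sfrp4* and *Tgfb1* without either. With DESeq2 the calls of *Ccl5* and *Il1rl1* were lost, and that of *H19* with 1 CPM in all 4 libraries, with counts summed per gene and without chromosomes 12 and 18. *Cxcl10* overlaps *Art3* on the other strand. *Il1rl1*, *Grb10*, *Chrdl1* and *Col2a1* have 2 IDs each, and the values are those of 1. Mean and median differ in sign for the matrix genes (0.02 and −0.04), collagens (−0.05 and 0.15), chemokines (−0.15 and 0.01) and imprinted genes (−0.02 and 0.10).

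Of 46 measured canonical histone genes, 41 had a fold change below 0, with a mean of −0.27, and the list was lower by camera (adjusted p = 0.000294, and adjusted p = 0.688 with an estimated correlation). Among them *H3c1*, *H3c3*, *H1f4* and *Hist1h1a* lie on chromosome 13, where the median of all tested transcripts was −0.22 and 26.5% were above 0. The shift of the list was not separated from that of the chromosome. None of the 46 passed edgeR's quasi-likelihood test over all transcripts or over the list alone; 5 had an unadjusted p under 0.05, and 1 passed with each of the exact test, the likelihood ratio test and DESeq2. The camera call was lost without WT replicate 1 (adjusted p = 0.339) and without KO replicate 2 (adjusted p = 0.132). Of 36 genes of DNA replication, 1 was lower, *Gins2* at −0.97 (the same over the list alone; camera adjusted p = 0.0865), and of 19 p53 targets and cell cycle inhibitors 1 was lower, *Ddit4l* at −1.83 (the same over the list alone; camera adjusted p = 0.744). Both calls were lost without either WT replicate, and *Gins2* overlaps a gene of the other strand. Of 27 genes of mitosis none passed, over all transcripts or the list alone, with 1 at an unadjusted p under 0.05 and 0 with the other 3 tools (camera adjusted p = 0.265). None of 25 writers and erasers of the assayed histone marks passed either, with 0 at an unadjusted p under 0.05 and 0 with the other 3 tools (camera adjusted p = 0.905).

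None of 13 keratinocyte, 7 leukocyte or 8 Schwann cell and melanocyte markers passed edgeR's quasi-likelihood test, over all transcripts or each list alone; 1 of each list had an unadjusted p under 0.05, and 0 passed with the exact test, the likelihood ratio test or DESeq2 (camera adjusted p = 0.905, 0.875 and 0.905). None of 9 skeletal muscle and 6 adipocyte markers passed, with 2 and 1 at an unadjusted p under 0.05 and 1 in each list with each of the other 3 tools; over the list alone 1 skeletal muscle marker was higher and 1 adipocyte marker lower (camera adjusted p = 0.744 and 0.197). Mean and median differ in sign for the skeletal muscle (0.17 and −0.02) and the Schwann cell and melanocyte markers (0.07 and −0.04). None of 8 Y-linked genes had enough counts to be tested. *Xist*, which overlaps *Tsix* on the other strand, had 4131 and 9467 counts in WT and 2028 and 6044 in KO, a log2 fold change of −1.12 (standard error 0.382, adjusted p = 0.200); over *Xist* and *Tsix* alone it was lower, 1 had an unadjusted p under 0.05, 0 passed with the other 3 tools and camera gave an adjusted p of 0.109.

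None of the 27 measured lists passed fry for a change that goes, on balance, one way, with 0.208 as the lowest adjusted p. For change in either direction 12 passed it, which does not compare them with other genes. They were the lists of the nuclear lamina and envelope, DNA replication, p53 targets, Hox genes, patterning transcription factors, collagens, matrix genes, chemokines, TGF-beta, BMP and Wnt signalling, glutathione and xenobiotic metabolism, smooth muscle and pericytes, and tendon and cartilage. Lists that were not called here passed camera under other settings, apart from the replicate block. These were the patterning transcription factors with DESeq2 (adjusted p = 0.0412), no filter (0.0465), 1 CPM in all 4 libraries (0.0421) and the added exact test (0.0265), and the chemokines with DESeq2 (0.00687), 1 CPM in all 4 (0.0403), the added exact test (0.0265) and without WT replicate 2 (0.0384). The endothelial markers (0.0278) and the DNA replication genes (0.0465) passed with no filter, the matrix genes, as lower, without KO replicate 2 (0.0209, with a mean of −0.30), and *Xist* and *Tsix* with no filter (0.0465) and without KO replicate 2 (0.0209).

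The passages differed in 320 of the 13855 tested transcripts, 245 higher and 75 lower at passage 42, and 20 of the 320 were also called between the genotypes. Here the genes were chosen after their values were seen. The metallothioneins *Mt1* and *Mt2* had log2 fold changes of −2.62 (standard error 0.193, adjusted p = 1.33e-37 from edgeR's quasi-likelihood test) and −2.93 (standard error 0.275, adjusted p = 1.33e-22), and the immediate-early genes *Fos* and *Fosb* had −1.45 and −2.47. Between genotypes, *Cxcl1*, at −4.50 with a standard error of 0.253, had an adjusted p of only 1.18e-05 from this test. The p-values between passages are thus on another scale. They are not a measure of replicate spread, since each genotype has 1 library per passage. The Wnt modulator *Sfrp2* had 1.64 and the myo-inositol transporter *Slc5a3* 1.46. The interferon-induced *Ifi44* (2.78) and *Trim30a* (2.76) were also higher at passage 42. Their counts went from 39 and 26 to 62 and 78 in WT, and from 66 and 65 to 1970 and 1130 in KO. The number of calls was 48 with DESeq2, 189 with the likelihood ratio test and 4 with the exact test.

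Some changed genes lay side by side. Among 12786 genes ordered by position, 368 of them called, 26 pairs of neighbours were called in the same direction, against a mean of 5.29 and a highest value of 14 over 10000 permutations (p = 0.0001, the smallest they can give). Outside clusters of paralogs there were 16 pairs, against a mean of 4.98 and a highest value of 14 (permutation p = 0.0001). Permuted within chromosomes, the means were 6.1 and 5.75 (permutation p = 0.0001 and 0.0002). The genes from *Hoxb2* to *Hoxb9* and *Gm53* next to them gave 8 pairs. *Gm53* and the pairs that follow were chosen after their values were seen: *Rsad2* with *Cmpk2*, *Dscam* with *Bace2*, *Tnmd* with *Tspan6* and *Ces1f* with *Ces1g*. The number of pairs was 28 with RLE size factors and 18 with 1 CPM in all 4 libraries.

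The mean of the 45 interferon-stimulated genes changed by 1.77 on the log2 scale from passage 34 to passage 42 in KO and by −0.22 in WT, each from 1 library per passage. Leukocytes in the KO culture are argued against as the source: the highest of 4 transcripts abundant in leukocytes (*Lyz2*, *Tyrobp*, *Fcer1g* and *Laptm5*) was *Fcer1g*, at 0.765 CPM in the KO library of passage 42, against a median of 46.94 CPM gained by the interferon-stimulated genes. *Csf1r* and *Cd14*, on the same list of markers, were at 9.08 and 6.27 CPM there, above 10% of this gain, but also at 11.0 and 9.95 CPM in the KO library of passage 34, against 5.42 and 8.55 CPM in WT at passage 34 and 5.23 and 4.34 CPM in WT at passage 42. A change in the KO culture of passage 42 alone stays open: the KO library of passage 34 was above both WT libraries in 31 of the 45 genes, or 68.9% (exact binomial interval 53.4% to 81.8% if the genes were independent), but with their estimated correlation of 0.723 they count as 1 gene and the interval is 2.5% to 100%. An effect of the loss of LAP2alpha that grows with passage may account for it as well; it was not tested, since each genotype has 1 library per passage.

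Genes with several transcript IDs had few counts, with a median of 27 for genes with 2 IDs and 19 for those with 3 or more, against 302 for genes with 1 ID. The 11 genes of cytosolic ribosomal proteins with several IDs had a median of 40 counts, 0.0895% of the median of 44715 of the 71 with 1 ID (permutation test, p = 1e-05, the smallest it can give), so reads in shared exons, set aside as ambiguous, may account for it. Reads lost to pseudogenes are argued against for these genes, since 37 ribosomal protein genes with 1 ID and at least 2 named pseudogenes, the median of the 11, had a median of 55955 counts, 1399 times that of the 11, although *Rpl26*, 1 of the 37, named after its values were seen, had 2 counts with 6 named pseudogenes. For other genes this stays open: ribosomal protein genes with 1 ID had a median 148 times that of the other genes with 1 ID, but the bound of 10 times set beforehand was wrong, since these mRNAs are abundant whether or not reads are lost. Genes with several IDs were 19.8% of the genes, 10.4% of those tested and 7.11% of those called, and 3318 of them had no tested transcript; no biological explanation was tested, since the design gives none.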
